# The *Drosophila* Post-mating Response: Gene Expression and Behavioral Changes Reveal Perdurance and Variation in Cross-Tissue Interactions

**DOI:** 10.1534/g3.119.400963

**Published:** 2020-01-06

**Authors:** Nicole R. Newell, Surjyendu Ray, Justin E. Dalton, Julia C. Fortier, Joyce Y. Kao, Peter L. Chang, Sergey V. Nuzhdin, Michelle N. Arbeitman

**Keywords:** cross-tissue interactions, Drosophila, gene expression, GWAS, post-mating, RNA-seq, sleep, Genetics of Sex

## Abstract

Examining cross-tissue interactions is important for understanding physiology and homeostasis. In animals, the female gonad produces signaling molecules that act distally. We examine gene expression in *Drosophila melanogaster* female head tissues in 1) virgins without a germline compared to virgins with a germline, 2) post-mated females with and without a germline compared to virgins, and 3) post-mated females mated to males with and without a germline compared to virgins. In virgins, the absence of a female germline results in expression changes in genes with known roles in nutrient homeostasis. At one- and three-day(s) post-mating, genes that change expression are enriched with those that function in metabolic pathways, in all conditions. We systematically examine female post-mating impacts on sleep, food preference and re-mating, in the strains and time points used for gene expression analyses and compare to published studies. We show that post-mating, gene expression changes vary by strain, prompting us to examine variation in female re-mating. We perform a genome-wide association study that identifies several DNA polymorphisms, including four in/near Wnt signaling pathway genes. Together, these data reveal how gene expression and behavior in females are influenced by cross-tissue interactions, by examining the impact of mating, fertility, and genotype.

In animals, organs and tissues communicate through secreted signaling molecules to coordinate physiological functions. For example, interactions between the brain and reproductive organs in mammals, via signaling molecules in the hypothalamus-pituitary-gonadal axis, are responsible for the coordination of reproduction, metabolism, and behavior (reviewed in Meethal and Atwood 2005; Della Torre *et al.* 2014). Organs communicate to maintain homeostasis, so understanding how perturbation of one organ alters gene expression and functions of other organs is an important goal for understanding and treating human disease (reviewed in Schadt 2009). The fruit fly, *Drosophila melanogaster*, has complex organ systems with cross-tissue interactions mediated by genes that are conserved across phyla. Thus, *Drosophila* is a tractable *in vivo* model system to study cross-tissue interactions, with a range of investigations on cross-tissue and cross-organ interactions already performed (for example see Hudry *et al.* 2019; Scopelliti *et al.* 2019; and reviewed in Rajan and Perrimon 2011; Droujinine and Perrimon 2013; Droujinine and Perrimon 2016; Jayakumar and Hasan 2018; Ahmad *et al.* 2019). In this study, we analyze cross-tissue interactions associated with female reproduction, with a focus on how these interactions impact gene expression in adult head tissues and behavior.

In *Drosophila*, signaling molecules are known to mediate cross-talk between the female nervous system, fat body (a tissue akin to the mammalian adipose and liver tissues), endocrine, gut, and reproductive tissues. These signals coordinately regulate aspects of physiology, energy homeostasis, immunity, and lifespan with reproduction (reviewed in Toivonen and Partridge 2009; Rajan and Perrimon 2011; Droujinine and Perrimon 2016; Ahmad *et al.* 2019). For example, *Drosophila* has eight insulin-like signaling peptides (Ilps1-8), and expression of Ilps 2, 3, and 5 in adult brain median neurosecretory cells regulates the rate of female germline cell division, through binding to insulin receptor (InR) on germline stem cells (Ikeya *et al.* 2002; Lafever and Drummond-Barbosa 2005; Hsu and Drummond-Barbosa 2009). Based on analysis of *InR* mutants, it is also clear that insulin signaling regulates the production of juvenile hormone (JH; Tu *et al.* 2005), a sesquiterpenoid produced in the corpus allatum (insect endocrine gland, Figure S1). JH stimulates production of 20-hydroxyecdysone (ecdysone), a steroid hormone produced in the ovaries, during adult stages (Figure S1, blue arrow; Tu *et al.* 2002; Tu *et al.* 2005). The production of ecdysone then stimulates production of yolk proteins in the gonadal fat body. Yolk proteins, an energy resource, are released into the hemolymph and absorbed by the ovaries (reviewed in Gruntenko and Rauschenbach 2008), to coordinate energy homeostasis and reproductive functions. The ecdysone signaling pathway is also essential for germline development and maintenance of germline stem cells (reviewed in Ables and Drummond-Barbosa 2017; Swevers 2019). Additionally, there is JH production post-mating that triggers remodeling of the midgut, resulting in a larger organ in anticipation of greater nutrient demands after mating (Reiff *et al.* 2015). Thus, the signaling pathways known to coordinate reproduction and physiology are complex, acting from and on distinct tissues and organs.

These signaling pathway interactions are also important for the female post-mating response (PMR), which includes increased egg laying (Chen *et al.* 1988) and feeding (Carvalho *et al.* 2006), a preference for both yeast and salt instead of carbohydrates (Ribeiro and Dickson 2010; Vargas *et al.* 2010; Walker *et al.* 2015), decreased intestinal transit (Cognigni *et al.* 2011; Apger-Mcglaughon and Wolfner 2013), decreased receptivity to mating (Manning 1962; Chen *et al.* 1988; Aigaki *et al.* 1991; Chapman *et al.* 2003), decreased daytime sleep (Isaac *et al.* 2010; Garbe *et al.* 2016; Dove *et al.* 2017) and lowered immune response (Fedorka *et al.* 2007; Short and Lazzaro 2010; Short *et al.* 2012). During copulation, peptides are transferred to the female in the male seminal fluid that induce the PMR (reviewed in Wolfner 1997; Wolfner 2002; Avila *et al.* 2011; Sirot *et al.* 2014). One critical peptide, sex-peptide (SP), which acts through a G-protein coupled receptor called sex-peptide receptor (SPR; Yapici *et al.* 2008), induces the short-term PMR (<1 day). The gradual release of SP bound to sperm is required for the long-term PMR (1-7 days, Peng *et al.* 2005). SP stimulates production of JH in the corpus allatum and ecdysone in the ovaries, with this SP-dependent increase of ecdysone driving the proliferation of germline stem cells (Figure S1, purple arrows; Moshitzky *et al.* 1996; Ameku and Niwa 2016). Further evidence that these signaling pathways mediate the PMR is that perturbation of the insulin signaling pathway, ecdysone, or JH impacts female reproductive behaviors (Ringo *et al.* 1991; Ringo *et al.* 2005; Wigby *et al.* 2011; Ganter *et al.* 2012; Watanabe and Sakai 2016).

Several genomic studies have determined the impact of mating on gene expression in female adult tissues (summary in Table S1). These include studies of whole flies at several time-points ≤ 24 hr post-mating (Lawniczak and Begun 2004; Mcgraw *et al.* 2004; Mcgraw *et al.* 2008; Short and Lazzaro 2013), studies of whole flies that examine the impact of single *vs.* double mating (Innocenti and Morrow 2009), and studies of adult flies with no gonadal tissues, examined immediately post-mating (Parisi *et al.* 2010). Tissue-specific gene expression studies include an analysis of abdominal and head/thorax tissues 3-6 hr post-mating (Gioti *et al.* 2012), reproductive tract tissues (minus the ovaries) at 0, 3, 6, and 24 hr post-mating (Mack *et al.* 2006), oviduct tissues at 3-hours post-mating (Kapelnikov *et al.* 2008), and head tissues at 0-2, 24, 48, and 72 hr post-mating (Dalton *et al.* 2010). A recent study compared gene expression changes in the head/thorax and abdomen 3-hours post-mating in both males and females (Fowler *et al.* 2019). There are additional population-level studies examining the effect of genetic background on gene expression changes post-mating (Fear *et al.* 2016; Delbare *et al.* 2017). It is clear from these studies that the PMR is tissue-specific, temporally dynamic, and influenced by genotype.

Here, using RNA-sequencing (RNA-seq), we examine gene expression changes in age-matched female adult head tissues (comparisons are shown in Table 1); these conditions/tissues have not been examined previously. Head tissue is predominantly comprised of nervous system and pericerebral fat body tissues, so we gain insight into expression changes that mediate behavior and metabolism. In this study, we use *tudor* (*tud*) mutants to generate males and females that lack germline tissues (Boswell and Mahowald 1985; and reviewed in Thomson and Lasko 2005). We compare gene expression in virgins with a germline to those lacking a germline, and show that the absence of the germline results in altered expression of genes with a known function in nutrient homeostasis. We also examine one- and three-day(s) post-mating gene expression changes compared to virgin controls. We compare gene expression in post-mated females (with and without a germline) to virgin controls, as well as gene expression in post-mated Berlin females that had been mated to males (with and without a germline) compared to virgin controls (Table 1). We find that in all conditions, the female post-mating response results in changes in expression of genes that function in metabolism, however, each comparison had largely different genes with expression changes. We perform gene set enrichment analysis and find that only one condition, three-day, post-mated females lacking a germline, has genes with expression changes that are enriched with several ‘neuronal’ and ‘behavioral’ biological process terms.

**Table 1:** Description of comparisons for gene expression analyses. The comparisons are pairwise, with condition 1 and 2 indicated

**1: Virgins with and without a germline**	
**Test: Impact of female germline in virgins**	
Condition 1	Condition 2
Virgin *tud/+* (no germline)	Virgin *tud/+* (germline)
**2: Virgin *vs.* 1- and 3- day post-mating**	
**Test: Impact of female germline and mating**	
Condition 1	Condition 2
Virgin *tud/+* (germline)	Mated *tud/+* (germline) female to Berlin male
Virgin *tud/+* (no germline)	Mated *tud/+* (no germline) female to Berlin male
**3: Virgin *vs.* 1- and 3- day post-mating**	
**Test: Impact of male germline and mating**	
Condition 1	Condition 2
Virgin Berlin	Mated Berlin female to *tud/+* (germline) male
Virgin Berlin	Mated Berlin female to *tud/+* (no germline) male

Given that the female mutants, strains, and time points examined here for gene expression changes have not been systematically examined for post-mating behavioral changes, we examine post-mating sleep, food preference for yeast- or sucrose-containing media, and female re-mating, and compare to previous studies (for comparisons see Table S1). We discover that both daytime and nighttime sleep are increased post-mating in *tud* progeny females without a germline, whereas nighttime sleep is decreased post-mating in control *tud* progeny females with a germline. This sleep result is distinct from previous studies that found daytime post-mating sleep decreased in all strains but *white* Berlin (Isaac *et al.* 2010; Garbe *et al.* 2016; Dove *et al.* 2017). We find that the female post-mating preference for yeast-containing media is independent of presence of eggs and receipt of sperm. A requirement for the female germline in the post-mating preference for yeast was not directly tested (Ribeiro and Dickson 2010; Vargas *et al.* 2010), nor was a requirement for sperm, just a role for sex-peptide (Ribeiro and Dickson 2010). For female re-mating, we find that the presence of sperm has an impact, but not the presence of eggs. Female re-mating is high when females are mated to males that do not transfer sperm, but not when females are infertile, due to lack of germline tissues at both one- and three-day(s) post-mating. This result is consistent with previous studies using other mutants that cause females to lack a germline (Chapman *et al.* 2003; Liu and Kubli 2003; Peng *et al.* 2005; Barnes *et al.* 2008).

It is clear that there are differences in gene expression and behavior due to strain/genotype. This prompted us to examine how genetic background influences female re-mating behavior, using two collections of wild-caught *Drosophila* strains (Mackay *et al.* 2012; Campo *et al.* 2013). A genome-wide association study (GWAS) identified several significant polymorphisms and indels in or near genes, including four genes in the Wnt signaling pathway and several genes with known nervous system expression.

## Materials and Methods

### Fly stocks and maintenance

The wild type Berlin strain was used for gene expression analyses. In the sleep analysis, both wild type Berlin and Canton-S (CS) are used. Animals without a germline and genetically identical control animals with a germline were produced from crosses using *tudor* (*tud*) females, a recessive, maternal-effect allele. Progeny from homozygous *tud* mutant mothers do not form pole cells; these progeny lack germline tissues, but the somatic tissues of the gonad are present (Boswell and Mahowald 1985; reviewed in Thomson and Lasko 2005). The genotype of experimental and control *tud* progeny were all the same genotype (*tud^1^*, *bw^1^*, *sp^1^/+*), but were produced using a different crossing scheme. Animals that lacked germline tissues were the progeny of *tud^1^*, *bw^1^*, *sp^1^* females (mothers are homozygous for *tud^1^*) and Berlin males; animals with germline tissues were the progeny of *tud^1^*, *bw^1^*, *sp^1^/SM1* females (mothers are heterozygous for *tud^1^*) and Berlin males.

Age-matched virgin and mated females were generated by collecting *tud^1^*, *bw^1^*, *sp^1^/+* virgin females (with and without a germline), Berlin virgin females, naïve *tud^1^*, *bw^1^*, *sp^1^/+* males (with and without a germline), and naïve Berlin males in groups of 11, 0-6 hr post-eclosion. All flies were aged for five days (for the three-day post-mated time-point) or seven days (for the one-day post-mated time-point), to ensure all female flies were eight-days old at the time of collection. *tud^1^*, *bw^1^*, *sp^1^/+* virgin females (with or without a germline) were mated with Berlin males, and Berlin virgin females were mated to *tud^1^*, *bw^1^*, *sp^1^/+* males (with or without a germline). Males and females were mated at a 1:1 male to female ratio, for 24 hr. We found 24 hr was a sufficient amount of time to ensure 100% of females were mated, as assayed by the presence of progeny (data not shown).

All flies were raised at 25° under 12:12 hr light-dark cycle and grown using standard cornmeal food media (33 L H_2_O, 237 g Agar, 825 g dried deactivated yeast, 1560 g cornmeal, 3300 g dextrose, 52.5 g Tegosept in 270 ml 95% ethanol and 60 ml Propionic acid).

### Library preparation

Flies were briefly anesthetized under CO_2_ and males were removed. Mated females were returned to their food vials and allowed to recover from CO_2_ treatment for eight hours (one-day post-mating time point) or aged for an additional 48 hr (three-day post-mating time point). Virgin Berlin and *tud^1^*, *bw^1^*, *sp^1^/+* females (with or without a germline) were collected shortly following eclosion and aged for eight days. All females were collected by rapidly tapping the flies into vials without anesthesia, immediately snap frozen in liquid nitrogen, and stored at -80°.

Adult heads were separated from bodies by mechanically tapping frozen cryovials on a hard surface. The heads were then sorted from other body parts on plastic cooled on dry ice, to keep tissues frozen. Approximately 100 heads per sample were immediately transferred to TRIzol (Invitrogen). Total RNA from heads was extracted using Trizol, and polyA mRNA was purified using MicroPoly(A) Purist columns (Ambion). All subsequent steps of the Illumina library preparation were performed as previously described (Masly *et al.* 2011). The libraries were sequenced from a single end, using an Illumina Genome Analyzer IIx sequencer, with 72 bases determined. There were three independent biological replicates for all conditions.

### RNA-sequencing read mapping

The Illumina reads were aligned to the *Drosophila* reference genome FB5.51 (FlyBase v5.51) using Bowtie 2, a Tophat alignment tool (version 2.0.8 Langmead *et al.* 2009). The count table was extracted from the Tophat files using easyRNAseq (version 3.0.2) and FPKM values were calculated using cufflinks (version 2.1.1, Delhomme *et al.* 2012; Trapnell *et al.* 2012). Statistical analyses to determine differential gene expression were performed for each pairwise comparison using the “tagwise” model of dispersion in the edgeR statistical package (version 3.0.2, Robinson *et al.* 2010). FDR correction was performed on all contrasts to correct for multiple testing and false positives (Benjamini and Hochberg 1995). Significant differences in gene expression were determined at an FDR corrected q-value < 0.05, only testing genes that passed a filter of FPKM >1 in all three replicates, in at least one condition, to filter out genes with low expression. The full table of results is provided (Table S2).

### Quality control and validation

A principal component analysis was performed on data for all genes that passed filter in at least one condition (9,352 genes), using the online tool iDEP.82 (http://bioinformatics.sdstate.edu/idep/, Figure S2, Ge *et al.* 2018). Correlation across replicates was performed using the JMP statistical software (JMP, Pro 13. SAS Institute Inc.), with the replicates showing high correlation. To determine the relatedness of biological replicates, we performed cross-correlation analysis for each experimental condition, using a Pearson’s Product-Moment correlation with a row-wise estimation (Figure S3). Correlation across replicates was *r* >0.9, for all conditions, with most having an *r* >0.97. Thus, differences in the numbers of genes with expression differences in the comparisons are not due to differences in variance across the replicates from any one condition.

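Across the 9352 genes that passed the filter in at least 1 condition, Pearson's r was computed between log2(FPKM + 1) of each of the 33 pairs of replicates within a condition. It ranged from 0.968 to 0.9888, was above 0.9 in 33 pairs and was above 0.97 in 31. The lowest value was between replicates 1 and 3 of the Berlin females mated to males with a germline, 1 day post-mating. On untransformed FPKM, r ranged from 0.9031, between replicates 1 and 3 of the *tud/+* females with a germline 3 days post-mating, to 0.9985, and 29 pairs were above 0.97. With all 15602 genes on the log2 scale the lowest r was 0.9805. These are correlations across genes within pairs of libraries, and genes are not independent replicates.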

Additionally, qRT-PCR was performed using independent head samples than those collected for RNA-sequencing. A set of genes were chosen based on the RNA-seq results, as significantly differentially expressed, with a fold-change >2 and FDR < 0.05 (Figure S4**).** These genes were *Diptericin B* (*DptB*), *Drosomycin* (*Drs*), *female-specific independent of transformer* (*fit*), *Metchnikowin* (*Mtk*), *target of brain insulin* (*tobi*), and *Vago*. 

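In *tud/+* females with a germline 3 days post-mating, *DptB* (FBgn0034407) had 16.7 ± 11.7 FPKM (SD, n = 3) against 198 ± 104 (SD, n = 3) in virgins, a log2 fold change of −3.51 (adjusted p = 0.0127, limma with Benjamini-Hochberg adjustment). In Berlin females 1 day after mating with males with a germline the change was in the other direction, from 401 ± 64.1 to 1315 ± 282 FPKM (log2 fold change 1.70, adjusted p = 0.00106, limma with Benjamini-Hochberg adjustment). *Mtk* (FBgn0014865) followed the same pattern. It rose from 1188 ± 245 to 4475 ± 1245 FPKM in the Berlin females (log2 fold change 1.90), and was 87.9 ± 44.3 against 552 ± 232 FPKM in the *tud/+* females 3 days post-mating (log2 fold change −2.67), with adjusted p of 0.00187 and 0.0127 from limma with Benjamini-Hochberg adjustment. *Drs* (FBgn0010381) was lower in *tud/+* females without a germline 3 days post-mating, with 10.5 ± 2.11 FPKM against 110 ± 41.3 in virgins (log2 fold change −3.23, adjusted p = 0.000108, limma with Benjamini-Hochberg adjustment). In females with a germline at the same time its log2 fold change was −3.50 (adjusted p = 0.0248, limma with Benjamini-Hochberg adjustment), and the virgin replicates varied widely, with a mean of 233 ± 211 FPKM. The largest changes of *tobi* (FBgn0261575) were a fall to 62.3 ± 6.1 FPKM in *tud/+* females with a germline 1 day post-mating (log2 fold change −2.61, adjusted p = 3.18e-05, limma with Benjamini-Hochberg adjustment) and a rise to 2236 ± 161 FPKM in females without a germline at 3 days (log2 fold change 1.88, adjusted p = 0.000225, limma with Benjamini-Hochberg adjustment). *fit* (FBgn0038914) rose to 7317 ± 498 FPKM in the latter group (log2 fold change 1.65), and by a log2 fold change of 0.96 in females with a germline at 1 day. *Vago* (FBgn0030262) was induced in Berlin females 1 day after mating with males with a germline (124 ± 16.5 against 66.7 ± 9.85 FPKM, log2 fold change 0.88, adjusted p = 0.0059, limma with Benjamini-Hochberg adjustment). At 3 days its log2 fold change was 1.09, with an adjusted p of 0.0399 from limma with Benjamini-Hochberg adjustment that became 0.0674 after median-of-ratios scaling. In virgin *tud/+* females with and without a germline, *DptB*, *Drs*, *Mtk* and *Vago* were not called, with adjusted p between 0.148 and 0.722 from limma with Benjamini-Hochberg adjustment. The independent qRT-PCR samples were not analysed here.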

Three biological replicates of approximately 40-50 heads were collected for each replicate, in each condition, and homogenized into 1mL of TRIzol (Invitrogen). RNA was extracted using TRIzol, followed by an on-column DNase Digestion using RNA Clean & Concentrator™ -25 columns (Zymo Research) with rDNase (Machary-Nagel). cDNA was made using SuperScript III Reverse Transcriptase (Invitrogen), and qPCR was performed using SYBR green PCR Master Mix (Applied Biosystems) on a QuantStudio Flex (Applied Biosystems). Primer sequences are provided in Table S3. The 2^−ΔΔCt^ method (Livak and Schmittgen 2001) and internal control gene Rp49 were used to calculate expression levels (Figure S4).

### Gene ontology and pathway analysis

Gene Ontology (GO) and Pathway analysis were performed through the Flymine portal v45.1, using a Benjamini-Hochberg correction with a *P*-value cut-off of <0.05 (Lyne *et al.* 2007). The full list of results is available in Table S4.

### Gene list overlap analysis

To examine the number of gene lists for which the same genes have differential expression, we used an Upset plot for visualization (Lex *et al.* 2014), which is conceptually similar to a Venn diagram. The Upset plot shows the number of genes in each list (horizontal bar graph) and the number of genes that overlap across the lists (vertical bar graph). Statistical analysis of the overlapping genes across all pairwise comparisons was performed using the R package ‘GeneOverlap’ (Shen 2019). Significance of gene list overlap is calculated using a Fisher’s exact test that considers the number of genes overlapping, and the total number of genes in the genome (17,294 genes). We used the Jaccard Index to determine the amount of similarity between two lists. For the Fisher’s exact test and Jaccard Index, we used the 16 gene lists that include genes that were either induced or repressed by mating from this study (Table 2), as well as the top 100 genes that were induced and repressed at one- and three-days post-mating identified in our previous study, using the Canton-S strain (Dalton *et al.* 2010).

**Table 2:** Numbers of differentially expressed genes in each pairwise comparison, with induced and repressed gene numbers indicated separately

Differentially expressed genes in female head tissues				
Comparison	**(1) Virgin females with and without a germline**			
	Repressed due to absence of a germline (*tud/+*) (higher in virgin females with a germline)		Induced due to absence of a germline (*tud/+*) (higher in virgin females without a germline)	
Virgin	69		83	

**16 gene lists from post-mating comparisons**				
	**(2) Females with and without a germline mated to males with a germline**			
	♀ with a germline (*tud/+*)		♀ without a germline (*tud/+*)	
	♂ Berlin		♂ Berlin	
	Induced	Repressed	Induced	Repressed
1-day post-mating	430	279	182	104
3-day post-mating	269	256	1093	640

	**(3) Females with a germline mated to males with and without a germline**			
	♀ Berlin		♀ Berlin	
	♂ with a germline (*tud/+)*		♂ without a germline (*tud/+*)	
	Induced	Repressed	Induced	Repressed
1-day post-mating	320	365	248	277
3-day post-mating	137	146	220	199

### Re-mating behavioral assays

The virgin female and male flies were collected in groups of 10, shortly after eclosion, and aged for 4-7 days. Females were then mated in a 1:1 male: female ratio for 24 hr. After 24 hr, the flies were briefly anesthetized, males were removed, and females were returned to their original vials. To determine if re-mating occurred, for the second mating we utilized males that have fluorescent sperm (*w;P{w+mC,dj-GFP.S}AS1/CyO*; referred to hereafter as *DJ-GFP*). The dissected internal reproductive tract of females used in this assay was visualized using a Leica MZFLIII fluorescence stereomicroscope to detect the presence of *DJ-GFP* marked sperm. For the one-day post-mating time point, *DJ-GFP* males were added to the vials immediately after the first set of males were removed. The *DJ-GFP* males were added in a 1:1 male: female ratio and allowed to mate for an additional 24 hr. For the three-day post-mating time point, females were aged for an additional 48 hr, and then *DJ-GFP* males were added in a 1:1 male: female ratio for 24 hr. Following this 24-hour mating period, flies were briefly anesthetized, and males were removed. Re-mating was scored based on the presence of GFP in the female reproductive tract within six hours of the males being removed. Additionally, virgin females were collected and aged as above, but only mated with the *DJ-GFP* males in a 1:1 male: female ratio, as a control. ANOVA and Tukey-HSD *post-hoc* tests were performed in JMP Pro 14.0.0 (see Table S5).

### Sleep behavioral assays

Virgin females were collected and aged for five days. On day five they were mated to males or retained as virgins. On day six males were removed and female flies were individually loaded into 5 × 65mm glass tubes (Trikinetics Inc.), plugged on one end with 5% sucrose and 1% agar dipped in paraffin wax to seal. The non-food end was sealed with parafilm, with small air holes. The vials were loaded into *Drosophila* activity monitors (TriKinetics Inc.) and placed in a 25° incubator in 12:12 light: dark. Each condition was run for six days. The data from the first day of activity was not considered, as flies were recovering from CO_2_ anesthesia. Activity was measured as the number of beam breaks and collected in one-minute bins. Data were analyzed using ShinyR-DAM (Cichewicz and Hirsh 2018). ShinyR-DAM uses a sliding five-minute window to determine sleep events, where a sleep event is defined as five continuous minutes with no movement. ShinyR-DAM provides the mean number of sleep events per individual fly, separately for lights-on and lights-off (Cichewicz and Hirsh 2018); this is the data used for sleep analyses presented (Table S5). ANOVA and Tukey-HSD *post-hoc* tests on data from ShinyR-DAM were performed in JMP Pro 14.0.0, where daytime and nighttime sleep were analyzed separately (Table S5).

### Food preference behavioral assay

Food preference was performed as previously described (Ribeiro and Dickson 2010). Virgin females and naïve male flies were collected and aged for five days. Five-day old females were placed on sucrose agar food (100mM sucrose and 0.75% agar) and females were either kept as virgins or mated for 24-hours on day six (for three-day post-mating time-point) or day seven (for 1-day post-mating time point). On day eight, all females were briefly anesthetized with CO_2_ and placed on Petri dishes spotted with red food (20mM sucrose, 0.5 mg/ml of the red dye amaranth, and 0.75% agar) and blue food (5% yeast, 0.125 mg/ml of the blue dye indigo carmine, and 0.75% agar). Petri dishes were placed in a dark, 25° incubator for three hours. Subsequently, flies were flash frozen to be scored at a later date. Flies were scored for red, blue, purple, or no color in their abdomens. Groups of flies are scored as preferring yeast if >50% of the flies had blue abdomens. The percent of groups that preferred yeast was calculated. Each condition was run on multiple plates over multiple days.

### Genome-wide association study of re-mating behavior in natural strains

The re-mating behavior analyses were performed on F_1_ progeny from P_0_ *w^1118^* males crossed with females from either the *Drosophila* Genetic Reference Panel strain collection (138 strains; DGRP; Mackay *et al.* 2012), or strains from Winters, CA (28 strains; Campo *et al.* 2013). Males used for the re-mating assay were *w^1118^* (first mating) and *DJ-GFP* (second mating).

F_1_ virgins were collected in vial groups of 11 females and aged for 3-6 days. An average of six vial groups were collected for each F_1_ genotype, for a total of 1,076 vial groups. F_1_ virgins were then mated to *w^1118^* for 24 hr in a 1:1 male: female ratio. Following the 24 hr, flies were briefly anesthetized with CO_2_ and females were placed back into their original vials and aged for 48 hr. *DJ-GFP* males were then introduced into the vials of females and allowed to mate for 24 hr. After 24 hr, flies were briefly anesthetized with CO_2_ and females were singly placed into individual vials where they laid eggs for 12-14 days. The F_2_ progeny were scored to assess F_1_ re-mating based on the F_2_ eye color; if F_1_ females mated with the *DJ-GFP* males, a proportion of the F_2_ progeny will have orange eyes.

Percent re-mating was calculated from vial groups where eight or more F_1_ females survived the assay and produced 15 or more F_2_ progeny, in order to ensure re-mating could be reasonably assessed. It was calculated by taking the number of F_1_ females that re-mated divided by the total number of females in that vial group. Afterward, percent re-mating from each vial group was sorted from lowest to highest percent re-mating and ascending ranks were assigned based on this sorting (1-1,076). Ranks from each replicate for a single genotype were averaged together for the averaged rank transformed value. GWAS was performed on the rank transformed data from the F_1_ progeny from 138 DGRP strains, using the web-based pipeline at dgrp2.gnets.ncsu.edu (Huang *et al.* 2014). The DGRP2 workflow reports *P*-values from both a simple regression and a mixed effects model for polymorphisms in the DGRP panel (Huang *et al.* 2014). Given that the behavioral data set was generated from F_1_ progeny from crosses between DGRP females and *w^1118^* males, significant associations from the GWAS are likely due to dominant polymorphisms/indels in DGRP strains, but could also be due to recessive alleles present in both the DGRP and *w^1118^* strains, with the DGRP polymorphisms identified here.

### Data availability

All raw and mapped read data are available through the gene omnibus database under accession number GSE90724. Supplemental material available at figshare: https://doi.org/10.25387/g3.11317307.

## Results

A goal of this study is to determine how mating and presence or absence of a germline (hereafter referred to as germline status) influences gene expression changes and behavior, in order to gain insight into the cross-tissue coordination of reproductive physiology, behavior and metabolism. In this study, we examine females with or without a germline that are either virgin, one-, or three-days post-mating. We also examine how receipt of sperm and/or seminal fluid impacts gene expression and behavior, by assaying females that are mated to males with or without a germline at one- and three-days post-mating.

### Overview of Gene Expression Analysis

To understand how reproduction and cross-tissue interactions influence gene expression, we assay the global transcriptional responses in adult head tissues of age-matched females. To generate male and female animals without germline tissues, we performed a cross with P_0_ females that are either homozygous or heterozygous for the maternal-effect allele of *tudor^1^* (*tud^1^*). The males in the P_0_ cross are Berlin males. Progeny from homozygous *tud*^*1*^ mutant mothers do not have germline tissues, while progeny from heterozygous *tud*^*1*^ mothers have germline tissues. Thus, same-sex tud^*1*^ progeny, with and without a germline, are the same genotype (*tud^1^*, bw^*1*^, *sp^1^/+*; hereafter *tud/+*; see Methods for more detail). We conduct three separate comparisons that control for genetic strain background, within each comparison (Table 1). First, we examine gene expression in virgins, with or without a germline (*tud/+*, Table 1, comparison 1). Next, we examine the post-mating gene expression response at one- and three-days post-mating, in *tud/+* females (with and without a germline) mated to Berlin males (Table 1, comparison 2). In the third set of comparisons, we examine the post-mating gene expression response in Berlin females mated to *tud/+* males (with and without a germline, Table 1, comparison 3). 

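The deposited table holds 1 FPKM value (a read density corrected for transcript length and for the number of mapped reads) for each gene in each of 33 libraries, made from polyA RNA of the heads of females that were 8 days old. The 11 conditions have 3 biological replicates each. They are virgin *tud/+* females with a germline, virgin *tud/+* females without a germline, virgin Berlin females, and 8 groups of mated females. The mated groups are *tud/+* females with or without a germline that mated with Berlin males, and Berlin females that mated with *tud/+* males with or without a germline, each 1 and 3 days post-mating. The authors aligned single-end reads with TopHat and calculated FPKM with cufflinks, so both corrections were made before the table was deposited. The read counts that the authors tested with edgeR were not used here. Of the 15682 genes in the table, 80 have no values. The other 15602 were read, and 15463 of them carry a symbol.

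Each comparison of 2 conditions was tested on log2(FPKM + 1) with limma, a linear model in which the variance of each gene is moderated toward a trend across genes, and Benjamini-Hochberg adjustment. The test covered genes with FPKM above 1 in all 3 replicates of at least 1 of the 2 conditions, and a gene was called differentially expressed at an adjusted p under 0.05. In at least 1 of the 11 conditions, 9352 genes passed this filter. The pseudocount of 1 makes log2 fold changes of genes with low FPKM smaller than the log2 of their FPKM ratio. With 3 libraries against 3, a two-sided exact permutation test of a single gene cannot reach a p below 0.1, so the calls rest on the variance that limma pools across genes. Libraries with the same replicate number in different conditions were made from different flies.

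Read totals are not given in the table, and the depth of each library relative to replicate 1 of the virgin Berlin females was estimated from genes with FPKM under 0.5, whose values fall on whole multiples of the value of 1 read. The relative depth was 0.99 to 1.31 in the 9 virgin libraries, 2.79 to 3.43 in the *tud/+* females 1 day post-mating, and 1.84 to 2.47 in the 4 groups 3 days post-mating. Berlin females 1 day post-mating had 0.54 to 0.92 after mating with males with a germline and 1.08 to 1.51 after mating with males without one. Depth therefore differs between mated and virgin *tud/+* females, and no level of depth holds libraries of both, so depth and mating cannot be told apart. The same holds for Berlin females at 3 days, and at 1 day after mating with males with a germline. Virgin Berlin libraries lay at 1.0 to 1.28. At 1 day after mating with males without a germline, only the library at 1.08, described below, was in that range. The median standard deviation between replicates on the log2 scale ranged from 0.112 in both *tud/+* groups 1 day post-mating to 0.184 in Berlin females 1 day after mating with males with a germline.

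Virgin Berlin replicate 3 and replicate 1 of the Berlin females mated to males without a germline, 1 day post-mating, hold identical values for all 15602 genes. One library thus stands under 2 conditions, and in the comparison of these conditions it stands on both sides. Both were kept under their labels, and fits without that library were added after the data were examined.

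**Figure D1:**
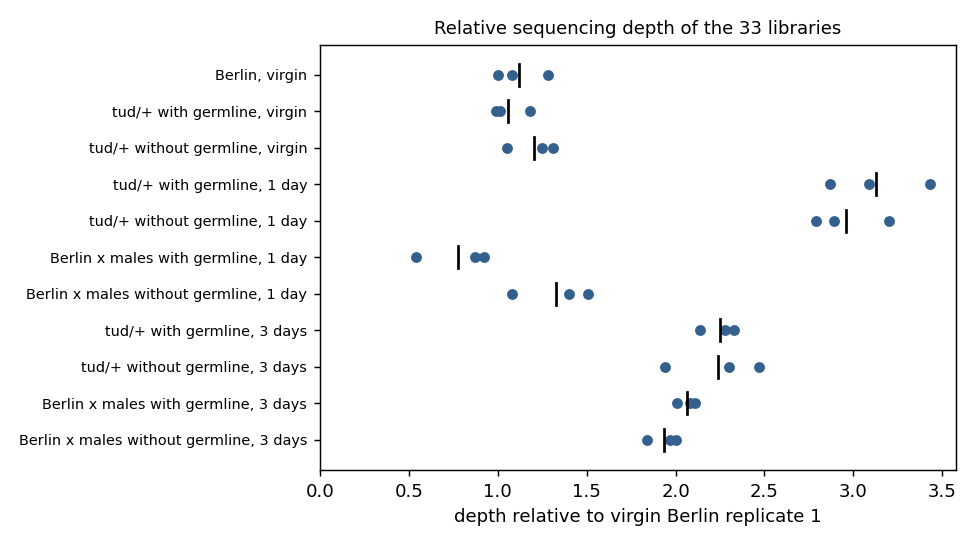
Estimated depth of each of the 33 libraries relative to virgin Berlin replicate 1, by condition, with 1 point per library and a line at the mean. The *tud/+* females 1 day post-mating lie between 2.79 and 3.43, above all virgin libraries, which lie between 0.99 and 1.31.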

For each condition, Illumina libraries were generated for three independent biological replicates. Differential gene expression is determined at an FDR < 0.05 and fold-change is calculated to determine direction of change (Table S2).

### The germline impacts gene expression in virgin female head tissues

To understand how germline tissue influences gene expression in the adult head, we identify genes with expression changes that are due to presence of the germline in virgin females. We identify 152 significantly differentially expressed genes, with 83 genes with higher expression in virgin females without a germline and 69 genes with higher expression in virgin females with a germline (Table 2 and Table S6).

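Among the 8901 genes tested in virgin *tud/+* females, 95 were differentially expressed, 40 with higher and 55 with lower expression in females without a germline. At an unadjusted p under 0.05 there were 936. The count moved most when the variance was moderated without a trend, which left 11 genes, and was between 33 and 77 with each of the 6 libraries left out in turn. After median-of-ratios scaling, which sets the median ratio between libraries to 1, 61 genes were called, 39 higher and 22 lower, and 60 of these were also called without it. The largest change was in *CG5246* (FBgn0038484), with 7.11 ± 2.71 FPKM (SD, n = 3) without and 0.207 ± 0.179 FPKM (SD, n = 3) with a germline, a log2 fold change of 2.71 (adjusted p = 0.00108, limma with Benjamini-Hochberg adjustment). *to* (FBgn0039298) had 128 ± 33.9 against 28.4 ± 3.68 FPKM, a log2 fold change of 2.11 (adjusted p = 0.000242, limma with Benjamini-Hochberg adjustment).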

An analysis of the enriched pathways using Kyoto Encyclopedia of Genes and Genomes (KEGG) and Reactome for the 152 genes reveals that the germline impacts genes with known roles in metabolism in virgin females, as all six significant pathways are involved in metabolism. We also use Gene Ontology (GO) to determine if there is enrichment of genes that function in a biological process (hereafter referred to as gene set enrichment analysis). Gene set enrichment analysis for the 152 genes further confirms significant enrichment for genes with known metabolic functions (Table S4). Based on the FlyAtlas tissue gene expression data set (Chintapalli *et al.* 2007), the 152 genes are known to have high expression in the head and fat body in wild-type animals, but low expression in brain tissue, indicating signaling between the germline and head fat body may generate many of the expression differences in this comparison.

#### Female germline regulation of genes that function in metabolic homeostasis:

Examination of the induced and repressed gene lists separately shows that the germline alters the expression of genes that are known to respond to changes in nutrition status and/or insulin signaling (Table S4 for enriched pathways and GO terms). The absence of germline tissues results in higher expression of genes known to signal high dietary nutrients, whereas presence of germline tissues results in higher expression of genes known to signal reduced nutrient storage and increased metabolic breakdown (reviewed in Droujinine and Perrimon 2016).

For example, in virgin females without a germline higher expression of *ilps* is observed. *ilps* are known to be induced by food uptake (Table S6; *ilp2*; fold change (FC)= 1.8, *ilp3* FC= 4.5, and *ilp5* FC= 3.1). 

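*Ilp3* (FBgn0044050) had 58.5 ± 7.4 FPKM (SD, n = 3) in virgin females without a germline and 13 ± 3.29 FPKM (SD, n = 3) in those with one, a log2 fold change of 2.11 (standard error 0.16, adjusted p = 0.000239, limma with Benjamini-Hochberg adjustment). *Ilp5* (FBgn0044048) had 69.5 ± 8.3 and 22.3 ± 3.09 FPKM (log2 fold change 1.60, standard error 0.12, adjusted p = 0.000239, limma with Benjamini-Hochberg adjustment). For *Ilp2* (FBgn0036046) the means were 134 ± 11.9 and 74.2 ± 4.26 FPKM, a log2 fold change of 0.84 (standard error 0.09) with an adjusted p of 0.00189 from limma with Benjamini-Hochberg adjustment. The ratios of mean FPKM were 4.5, 3.11 and 1.8. For each of the 3 genes every replicate without a germline lay above every replicate with one. By chance 10% of genes show no overlap between the groups, counting both directions. With single libraries left out, the log2 fold change of *Ilp2* stayed between 0.77 and 0.90.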

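*CCHa2* (FBgn0038147), which encodes CCHamide-2, had 203 ± 23.2 FPKM (SD, n = 3) in virgin *tud/+* females without a germline and 124 ± 7.64 FPKM (SD, n = 3) in those with one, a ratio of 1.64. Its log2 fold change was 0.70 (standard error 0.10, adjusted p = 0.00898 from limma with Benjamini-Hochberg adjustment) and stayed between 0.62 and 0.79 with single libraries left out.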

Higher expression of the gene that encodes the neuropeptide *CCHamide-2* (FC= 1.6) is also observed. *CCHamide-2* is known to be induced by dietary sugar and proteins (Table S6; reviewed in Droujinine and Perrimon 2016). 

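*Lsp2* (FBgn0002565) had 4241 ± 683 FPKM (SD, n = 3) in virgin *tud/+* females without a germline and 1241 ± 270 FPKM (SD, n = 3) in those with one, a ratio of 3.42 and a log2 fold change of 1.78 (standard error 0.16, adjusted p = 0.000719, limma with Benjamini-Hochberg adjustment). *Yp3* (FBgn0004047), with 26673 ± 3051 and 20503 ± 2377 FPKM, had a log2 fold change of 0.38 (standard error 0.15) and was not called (adjusted p = 0.377, limma with Benjamini-Hochberg adjustment). No alternative called it, with adjusted p from 0.18 to 0.743 by limma with Benjamini-Hochberg adjustment.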

There is also higher expression of genes that code for energy storage molecules, including *yolk protein 3* (FC= 1.3) and *larval serum protein 2* (FC= 3.4; Table S6). Additionally, *target of brain insulin* is induced (FC= 1.6; Table S6), which is known to be induced by a high protein – low sugar diet (Buch *et al.* 2008), as is *female-specific independent of transformer* (FC= 2.4; Table S6), which is known to be induced by high protein intake (Sun *et al.* 2017). 

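*fit* (FBgn0038914) was expressed at 2343 ± 260 FPKM (SD, n = 3) without and 973 ± 145 FPKM (SD, n = 3) with a germline in virgins, a log2 fold change of 1.27 (standard error 0.12, adjusted p = 0.000974, limma with Benjamini-Hochberg adjustment). *tobi* (FBgn0261575) was more variable, with 616 ± 145 and 389 ± 67.3 FPKM. Its log2 fold change of 0.65 (standard error 0.16) was not significant (adjusted p = 0.118, limma with Benjamini-Hochberg adjustment), and the alternatives gave adjusted p from 0.0845 to 0.513 by limma with Benjamini-Hochberg adjustment.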

The majority of named genes in the list of genes with higher expression in females without a germline are known to be involved in nutrient sensing and notably also include: 1) *adipokinetic hormone receptor* (FC= 1.3), which functions to antagonize insulin signaling to mobilize fat stores (reviewed in Lehmann 2018), 2) *Niemann-Pick type C-2g* (FC= 1.3) which functions in sterol homeostasis and steroid biosynthesis (Huang *et al.* 2007) and 3) *Lipid storage droplet-1* (FC= 1.4) and *Phosphoenolpyruvate carboxykinase* (FC= 1.5; Table S6) which function in lipid storage (Patel *et al.* 2005; Okamura *et al.* 2007).

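Among these genes, *Pepck* (FBgn0003067) showed the largest difference, with 860 ± 84.9 FPKM (SD, n = 3) without and 575 ± 7.22 FPKM (SD, n = 3) with a germline (log2 fold change 0.57, adjusted p = 0.0121, limma with Benjamini-Hochberg adjustment). *Npc2g* (FBgn0039800) had 356 ± 16.9 and 271 ± 16.2 FPKM (log2 fold change 0.40, adjusted p = 0.0402, limma with Benjamini-Hochberg adjustment). The differences in *AkhR* (FBgn0025595), with 50 ± 1.19 and 37.5 ± 3.96 FPKM, and in *Lsd-1* (FBgn0039114), with 167 ± 26.7 and 122 ± 2.45 FPKM, were in the same direction. Their log2 fold changes were 0.41 and 0.43, with adjusted p of 0.0951 and 0.114 from limma with Benjamini-Hochberg adjustment. No alternative called *AkhR*, with adjusted p from 0.0638 to 0.31 from limma with Benjamini-Hochberg adjustment, or *Lsd-1*, with adjusted p from 0.0505 to 0.352 from limma with Benjamini-Hochberg adjustment.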

On the other hand, in virgin females with a germline, higher expression of genes that are annotated to have functions in nutrient breakdown are observed. These genes include: 1) *ilp6* (FC= 0.7) and the peptide hormone *limostatin* (FC= 0.6), both of which are known to be induced by cessation of feeding (reviewed in Droujinine and Perrimon 2016); 2) *brummer* lipase (FC= 0.7) and *bubblegum* (FC= 0.6) which function in lipid metabolism (reviewed in Liu and Huang 2013); 3) *1,4-Alpha-Glucan Branching Enzyme* (FC= 0.6), a hydrolase involved in the synthesis of glycogen (Paik *et al.* 2012); and 4) *InR* (FC= 0.6), the sole receptor known to bind Ilps1-7 (Table S6; reviewed in Nässel *et al.* 2013). 

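*AGBE* (FBgn0053138) had 28.6 ± 2.69 FPKM (SD, n = 3) in virgin females without and 44.6 ± 3.05 FPKM (SD, n = 3) in those with a germline, a log2 fold change of −0.62 (standard error 0.10, adjusted p = 0.0175, limma with Benjamini-Hochberg adjustment). *Lst* (FBgn0034140), which encodes limostatin, had 37.2 ± 5.65 and 63.9 ± 9.93 FPKM (log2 fold change −0.76, standard error 0.13, adjusted p = 0.0226, limma with Benjamini-Hochberg adjustment). *bgm* (FBgn0027348) and *Ilp6* (FBgn0044047) had log2 fold changes of −0.61 and −0.52, with adjusted p of 0.0172 and 0.0462 from limma with Benjamini-Hochberg adjustment. After median-of-ratios scaling the 4 genes kept their direction, but the adjusted p from limma with Benjamini-Hochberg adjustment became 0.0554 for *AGBE*, 0.0766 for *Lst*, 0.0951 for *bgm* and 0.103 for *Ilp6*. *bmm* (FBgn0036449), with 21.9 ± 3.34 and 32.3 ± 1.59 FPKM (log2 fold change −0.55), was not called (adjusted p = 0.0722, limma with Benjamini-Hochberg adjustment). With the filter raised to FPKM above 5 its adjusted p was 0.0493, and across all alternatives it reached 0.256 by limma with Benjamini-Hochberg adjustment. *InR* (FBgn0013984) had 6.08 ± 0.252 and 9.33 ± 0.494 FPKM (log2 fold change −0.55, adjusted p = 0.114, limma with Benjamini-Hochberg adjustment). It was called only with all 33 libraries in 1 fit, and the alternatives gave adjusted p from 0.00419 to 0.362 by limma with Benjamini-Hochberg adjustment.

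**Figure D2:**
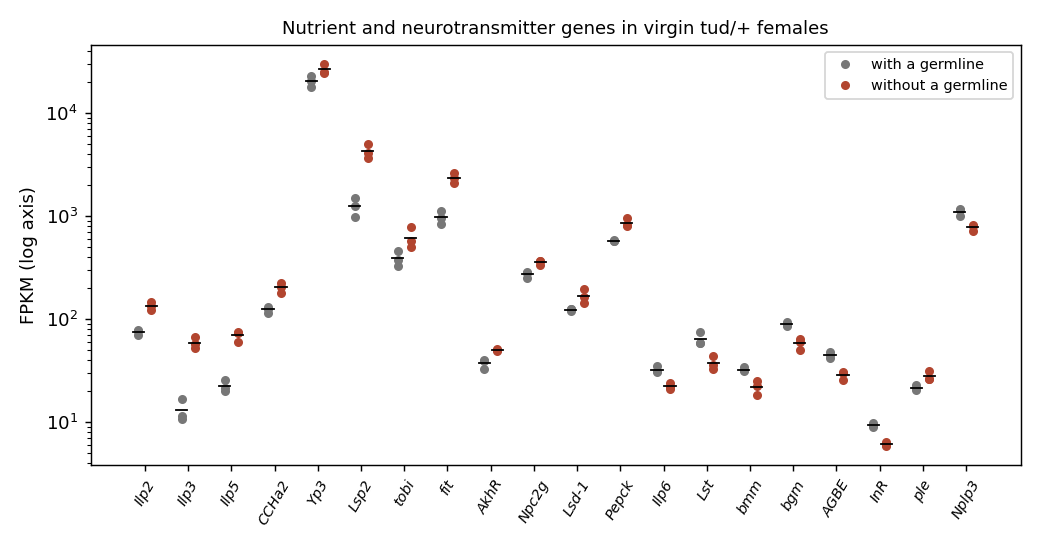
FPKM, on a log axis, of the genes the paper names in virgin *tud/+* females with and without a germline, with 1 point per replicate and a line at the mean. For each gene the 3 replicates of the groups do not overlap, from *InR* (6.08 FPKM without and 9.33 with a germline) to *Yp3* (26673 and 20503).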

Taken together, the results suggest that the germline is a critical driver of gene expression changes that are known to impact how energy stores are utilized or maintained.

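Of the 20 genes the paper names in this comparison, including *ple* and *Nplp3*, all 20 changed in the direction it gives and 13 were called over all genes tested. Adjusted over the 20 genes alone, 20 were called, but the paper chose them from these data, so that count shows no stability. Called over all genes were 7 with the replicate number as a block, 8 after median-of-ratios scaling, 9 with all 33 libraries in 1 fit, 12 with a pseudocount of 0.1 and 14 with the filter at FPKM above 5. From the higher expression of genes that respond to food uptake in females without a germline, and of genes for nutrient breakdown in females with one, the paper proposes that the germline drives gene expression changes that bear on how energy stores are used or kept.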

### The impact of the female or male germline on gene expression changes post-mating

As mating has previously been shown to alter gene expression in female head tissues, with different responses seen across time (Dalton *et al.* 2010), we next determine how the presence of female germline tissues, or receipt of sperm, influences gene expression changes at one- and three- days post-mating. We compare expression in virgin and mated females with and without a germline (females are *tud/+* and males they are mated to are Berlin). We also compare expression in virgin and mated Berlin females that were mated to males with and without a germline (males they are mated to are *tud/+*; see Table 1 comparisons 2 and 3). Here, expression in virgin females is the baseline, so genes are either induced (higher in mated females) or repressed (higher in virgin females) by mating. This allows us to understand how an environmental change (mating) impacts cross-tissue interactions in females and how this differs depending on germline status in males and females.

There are 16 gene lists total (bottom of Table 2), given that we assay two time points (one- and three- day post-mating), and the impact of the female germline and male germline, with eight lists of genes with induced expression and eight lists of genes with repressed expression (see Table 2). 

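Relative to virgins, *tud/+* females without a germline 3 days post-mating had 2150 differentially expressed genes among 8870 tested, 530 induced and 1620 repressed. At 1 day they had 222, with 61 induced and 161 repressed. The *tud/+* females with a germline had 1043 at 1 day, 214 induced and 829 repressed, and 365 at 3 days, 137 induced and 228 repressed. Berlin females mated to males with a germline had 418 at 1 day, 248 induced and 170 repressed, and 140 at 3 days, 83 induced and 57 repressed. After mating with males without a germline the Berlin females had 197 genes at 3 days, 93 induced and 104 repressed. At 1 day this mating gave 0 genes, with 308 at an unadjusted p under 0.05. It is the comparison with 1 library on both sides. Without that library, a fit added after the data were examined, it gave 88 genes, 39 induced and 49 repressed. Same-numbered libraries of these 2 groups had deviations correlated at −0.153 on average, and with the replicate number as a block the count was again 0, with 414 at an unadjusted p under 0.05.

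The balance of induced and repressed genes changed with the scale of the libraries. After median-of-ratios scaling, females without a germline 3 days post-mating had 1423 genes, 904 induced and 519 repressed, of which 1048 were also called without scaling. Induced genes were 63.5% of the calls instead of 24.7%. At 1 day the scaled counts were 528 with a germline, 318 induced and 210 repressed, and 112 without, 78 induced and 34 repressed. In Berlin females mated to males with a germline they were 457 at 1 day, 198 induced and 259 repressed, and 127 at 3 days, 61 induced and 66 repressed. With single libraries left out, the count in females without a germline at 3 days was between 1032 and 2139, the lowest without virgin replicate 2.

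**Figure D3:**
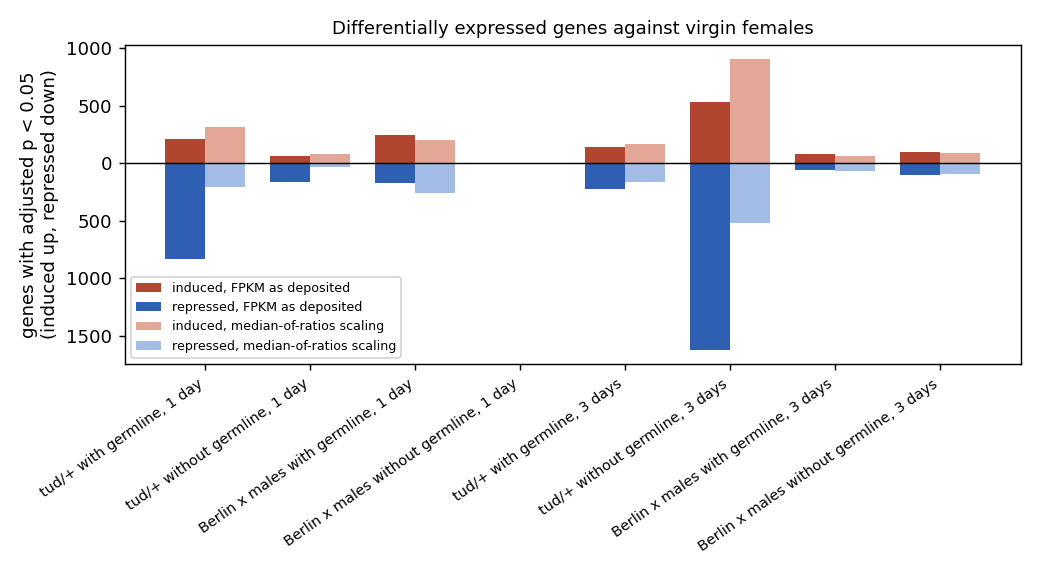
Number of genes induced and repressed post-mating in the 8 comparisons with virgins, on FPKM as deposited and after median-of-ratios scaling. *tud/+* females without a germline 3 days post-mating have 530 induced and 1620 repressed genes as deposited, and 904 and 519 after scaling.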

The total number of genes with changes in expression is highest in *tud/+* females without a germline, three-days post-mating (1,733 genes), and lowest in Berlin females with a germline, mated to *tud/+* males with a germline, one-day post-mating (283 genes; Table 2). The other lists have an average of 525 +/− 146 genes with changes in expression (Table 2).

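The difference between *tud/+* females with and without a germline in their response to mating was tested directly as the mating by female germline interaction, over 12 libraries. At 3 days 52 of 9116 genes differed in response, 28 more positive and 24 more negative without a germline. At 1 day 27 of 9100 did, 14 and 13. After median-of-ratios scaling 92 genes differed at 3 days, 79 more positive and 13 more negative. With all 33 libraries in 1 fit the 3-day count was 185, and with single libraries left out it was between 1 and 142. Of 32 splits of the 12 libraries, 6 gave at least as many genes as the real labels at either time, the real one included. The largest count came from exchanging the virgin groups, which turns the interaction into a sum of germline differences, and was 1414 at 3 days and 565 at 1 day. The next largest counts were 535 and 83. The relative depth of the females without a germline was 1 times that of the females with a germline among mated females at 3 days and 1.13 times among virgins. At 1 day the mean relative depths of mated females were 2.96 without and 3.13 with a germline.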

There is a larger number of genes that change expression three-days post-mating in females without a germline, compared to females with a germline mated to either fertile males or males without a germline (Table 2). This suggests that some gene expression changes are due to an interaction of receiving sperm and seminal fluid proteins and the absence of eggs. 

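At 3 days the interaction was largest in *CG8147* (FBgn0043791). Its FPKM was 4.14 ± 2.34 (SD, n = 3) in mated and 30.1 ± 7.2 (SD, n = 3) in virgin females without a germline, and 188 ± 101 in mated and 21.4 ± 2.06 in virgin females with one. The interaction was −5.56 on the log2 scale (adjusted p = 0.00087, limma with Benjamini-Hochberg adjustment). *tobi* had an interaction of 2.65 and *fit* of 1.43, with adjusted p of 0.0155 and 0.019 from limma with Benjamini-Hochberg adjustment. From the larger number of genes in females without a germline than in females with a germline mated to either kind of male, the paper proposes that some changes come from an interaction between receiving sperm and seminal fluid proteins and the absence of eggs. It reasons that lack of fertilized eggs alone would have given a similar response after mating with males that make no sperm.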

The differences are not only due to lack of production of fertilized eggs after mating, as we would expect a similar response in females mated to males that do not produce sperm, nor was the response only due to receipt of seminal fluid proteins after mating, as these proteins were transferred during mating in all conditions assayed here.

#### KEGG and Reactome pathway analysis:

In order to determine if the gene expression changes in different conditions are due to genes with functions in the same pathways and processes, we first examine the enriched KEGG and Reactome pathways that are identified in the 16 gene lists (from Table 2). Genes annotated with functions in metabolic pathways were enriched in the majority of the comparisons we examined (Figure 1, Table 3, and Table S4), consistent with previous reports (Mcgraw *et al.* 2004; Dalton *et al.* 2010; Parisi *et al.* 2010).

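The pathway tables behind this statement were not used here. Families of genes recognised by symbol were tested instead, with Fisher's exact test, one-sided, against the genes tested in each comparison and Benjamini-Hochberg adjustment over 180 tests, of which 23 were significant and 18 after median-of-ratios scaling. Cytochrome P450 genes were over-represented among repressed genes 1 day post-mating in *tud/+* females with a germline (24 of 64, adjusted p = 2.3e-08, Fisher's exact test) and in Berlin females mated to males with a germline (11 of 59, adjusted p = 3.03e-07, Fisher's exact test). In *tud/+* females without a germline at 3 days they were over-represented among induced genes, with 16 of 63 (adjusted p = 1.01e-05, Fisher's exact test), as they were in those with a germline, with 5 of 65 (adjusted p = 0.0247, Fisher's exact test, and 0.0567 after median-of-ratios scaling). Of 85 cytosolic ribosomal protein genes tested in *tud/+* females with a germline 1 day post-mating, 44 were among the repressed genes, and 1 was after median-of-ratios scaling. At 3 days these genes were over-represented among induced genes on both scales, with 17 of 85 without a germline (adjusted p = 0.000104, Fisher's exact test) and 43 after scaling, and with 7 of 85 with a germline (adjusted p = 0.00282, Fisher's exact test) and 9 after scaling. Without a germline, the 80 with a known length had a median log2 fold change of 0.278, and 0.47 after scaling. Random sets matched on transcript length and mean expression had medians of 0.074 and 0.266, so matched genes share part of the rise. On both scales 100% of those sets were as low or lower.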

**Figure 1:**
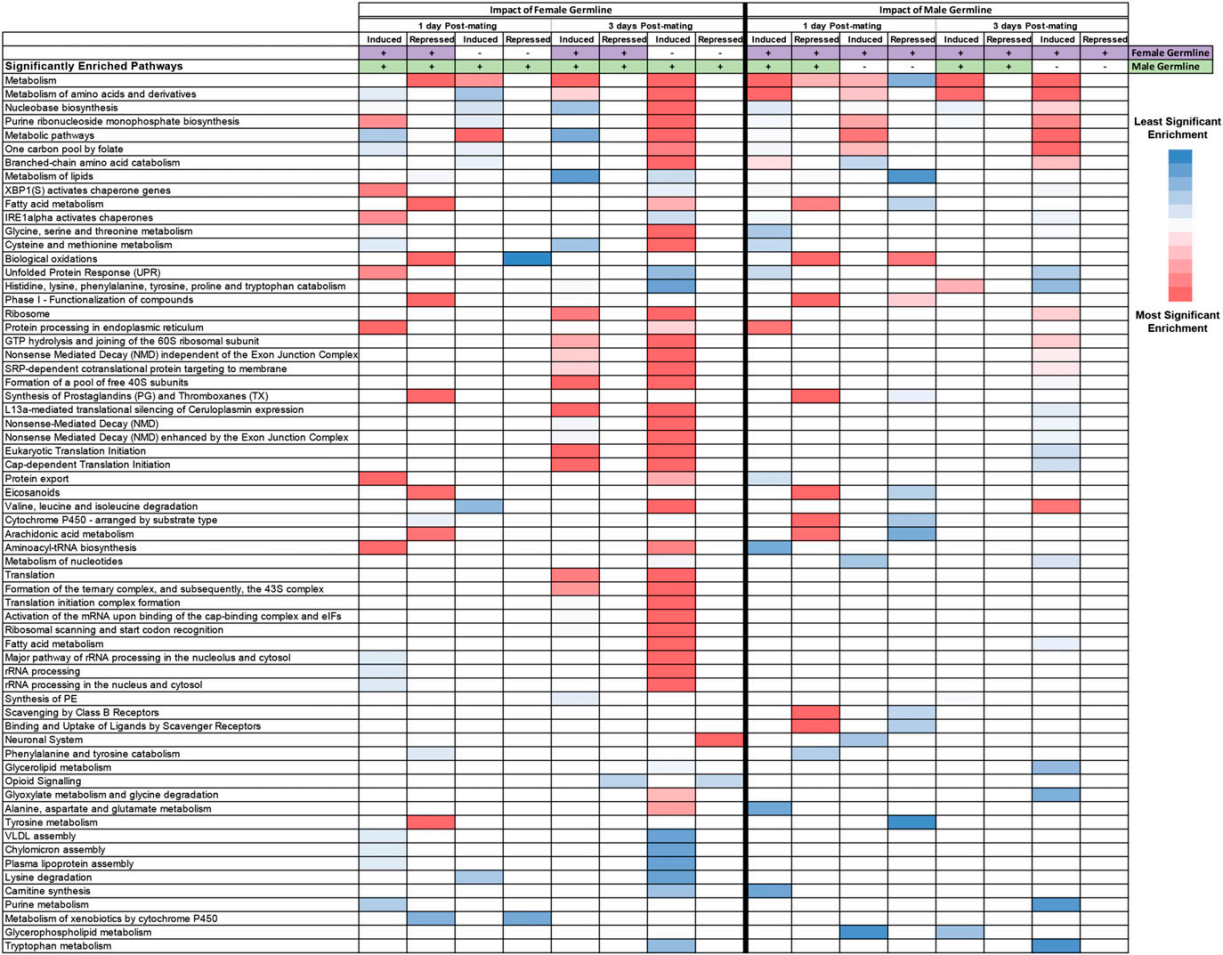
Summary of shared, enriched pathways. A comparison of enriched KEGG and Reactome pathways across 16 gene lists (Table 2). The significance of the *P*-values are indicated as a heat map with more significant values indicated in red (*P* = 2.38 × 10^−38^ for the most significant value), less significant values in blue (*P* = 0.05 for the least significant value) and median in white. *P*-values are listed in Table S4. The heat map was generated in Excel using a three-color scale across all conditions, with other values colored proportionally. The pathways are sorted with those at the top found in the most lists. Empty cells indicate that the pathway was not enriched in the list. The induced and repressed lists of genes from the comparisons that examine the impact of the female (left side) and male (right side) germline are shown. The female (purple) and male (green) germline status is indicated at the top, with (+ and color) indicating germline is present and (- and no color) indicating germline is absent. All pathways found in more than one list are presented; those that appeared in only one condition are in Table 3.

**Table 3:** KEGG and Reactome Pathways that are uniquely enriched in the 16 lists of genes that are either induced or repressed by mating in female head tissues. If a list is not present that indicates that there were no unique enriched pathways identified. Females are either *tud/+* (with or without a germline) mated to Berlin males, or Berlin mated to males that are *tud/+* (with or without a germline)

Description of biological conditions for each list	Pathway	*p*-value	No. of Genes
Induced genes	Ribosome biogenesis in eukaryotes	5.60E-03	16
Female *tud/+* with germline			
1-day post-mating			
Repressed genes	Regulation of Insulin-like Growth Factor (IGF) transport and uptake by Insulin-like Growth Factor Binding Proteins (IGFBPs)	1.72E-02	7
Female *tud/+* with germline	Post-translational protein phosphorylation	1.72E-02	7
3-day post-mating	HuR (ELAVL1) binds and stabilizes mRNA	1.92E-02	3
Induced genes	Metabolism of carbohydrates	3.17E-11	50
	Pentose and glucuronate interconversions	1.27E-04	17
	Pentose phosphate pathway	1.49E-04	12
	Glycolysis / Gluconeogenesis	1.63E-04	19
	Glucose metabolism	1.69E-04	18
	Gluconeogenesis	2.28E-04	14
	Metabolism of RNA	2.67E-04	94
	Pentose phosphate pathway (hexose monophosphate shunt)	3.51E-04	9
	Metabolism of vitamins and cofactors	6.36E-04	28
	Amino acid synthesis and interconversion (transamination)	6.38E-04	10
	Propanoate metabolism	8.52E-04	11
Female *tud/+* with no germline	Metabolism of water-soluble vitamins and cofactors	1.34E-03	24
	Fructose and mannose metabolism	1.41E-03	13
	Triglyceride metabolism	1.42E-03	8
	Catabolism of glucuronate to xylulose-5-phosphate	2.65E-03	6
	Galactose metabolism	3.10E-03	12
	COPI-dependent Golgi-to-ER retrograde traffic	6.55E-03	11
	Pyruvate metabolism	9.49E-03	15
	Metabolism of folate and pterines	1.46E-02	9
	Metabolism of proteins	1.57E-02	152
	Metabolism of polyamines	1.64E-02	20
	beta-Alanine metabolism	2.07E-02	8
3-day post-mating	Arginine and proline metabolism	2.27E-02	15
	Plasma lipoprotein assembly, remodeling, and clearance	2.56E-02	10
	Amino sugar and nucleotide sugar metabolism	2.71E-02	14
	ABC-family proteins mediated transport	3.09E-02	12
	Starch and sucrose metabolism	3.09E-02	16
	Peroxisome	3.53E-02	17
	Ascorbate and aldarate metabolism	3.94E-02	10
	Fructose biosynthesis	3.95E-02	3
	Urea cycle	3.95E-02	3
	Ethanol oxidation	3.95E-02	3
	Triglyceride biosynthesis	4.67E-02	5
Repressed genes	Transmission across Chemical Synapses	9.94E-07	19
Female *tud/+* with no germline	Neurotransmitter release cycle	1.50E-04	9
3-day post-mating	Signaling by GPCR	3.03E-03	25
	Signal Transduction	3.65E-03	54
	Acetylcholine binding and downstream events	4.32E-03	5
	Glutamate Neurotransmitter Release Cycle	4.32E-03	5
	Postsynaptic nicotinic acetylcholine receptors	4.32E-03	5
	Activation of Nicotinic Acetylcholine Receptors	4.32E-03	5
	Phototransduction - fly	1.35E-02	7
	G alpha (q) signaling events	1.39E-02	6
	GPCR downstream signaling	1.43E-02	12
	Nephrin family interactions	1.47E-02	5
	Acetylcholine Neurotransmitter Release Cycle	1.47E-02	4
	Highly calcium permeable postsynaptic nicotinic acetylcholine receptors	1.78E-02	4
	DARPP-32 events	2.49E-02	3
	Neurotransmitter receptors and postsynaptic signal transmission	2.56E-02	9
	Collagen degradation	2.75E-02	4
	Reelin signaling pathway	2.75E-02	4
	Ca^2+^ pathway	2.78E-02	5
	Axon guidance	3.10E-02	20
	Developmental Biology	3.26E-02	23
	Extracellular matrix organization	3.26E-02	9
	PLC beta mediated events	3.71E-02	6
	Hemostasis	3.79E-02	23
	Basigin interactions	3.95E-02	5
	G-protein mediated events	4.11E-02	6
Induced genes	ECM-receptor interaction	2.91E-02	4
Berlin female mated to male *tud/+* with germline	Association of TriC/CCT with target proteins during biosynthesis	2.91E-02	4
1-day post-mating	Sulfur amino acid metabolism	3.59E-02	5
	Lysine catabolism	4.63E-02	4
Induced genes	Tryptophan catabolism	2.70E-02	4
Berlin female mated to male *tud/+* with no germline			
3-day post-mating			
Repressed genes	Smooth Muscle Contraction	2.14E-04	6
Berlin female mated to male *tud/+* with no germline	Muscle contraction	3.99E-03	6
3-day post-mating	FCERI mediated Ca+2 mobilization	2.61E-02	3
	CLEC7A (Dectin-1) induces NFAT activation	2.61E-02	3

Given that the enriched pathways we identify are shared across many of the different conditions we assay, we next examine the overlap. To do this, we display the enriched KEGG and Reactome pathways for all 16 gene lists (Figure 1), sorted by pathways that are shared across the most lists. 

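Genes for purine and one-carbon synthesis, 13 of which were tested, were over-represented in 4 of the 8 induced lists. In *tud/+* females without a germline 3 days post-mating 10 of the 13 were induced (expected 0.78, adjusted p = 5.85e-09, Fisher's exact test), and 11 after median-of-ratios scaling. In Berlin females mated to males with a germline 7 were induced at 1 day and 5 at 3 days, and in *tud/+* females with a germline 4 were at 1 day (adjusted p = 4.13e-07, 1.45e-06 and 0.00191, Fisher's exact test). The 5 genes at 3 days became 0 after scaling. In the other lists of induced genes at most 2 of the 13 were present. *ade3* had 67.5 ± 2.85 FPKM (SD, n = 3) in *tud/+* females without a germline at 3 days and 25.8 ± 2.59 FPKM (SD, n = 3) in virgins, a log2 fold change of 1.36 (adjusted p = 0.000202, limma with Benjamini-Hochberg adjustment). Aminoacyl-tRNA synthetase genes were over-represented in 3 induced lists, with 9 of 32 in *tud/+* females without a germline at 3 days, and 7 of 32 at 1 day and 4 of 32 at 3 days in those with a germline (adjusted p = 0.000829, 0.000104 and 0.0119, Fisher's exact test). Endoplasmic reticulum chaperone genes were over-represented in 3 as well, with 9 of 20 in *tud/+* females with a germline at 1 day, 9 of 20 in those without a germline at 3 days, and 7 of 20 in Berlin females 1 day after mating with males with a germline (adjusted p = 1.03e-08, 1.26e-05 and 1.15e-05, Fisher's exact test).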

The pathway ‘Metabolism’ is shared across the most lists (10/16 lists), with ‘Metabolism of amino acids and derivatives’ and ‘Nucleobase biosynthesis’ pathways enriched in all eights lists of genes induced post-mating. There are no pathways enriched in all eight lists of genes repressed post-mating. The pathway ‘Metabolism of lipids’ is enriched in gene lists from both repressed (3 lists) and induced (2 lists) genes. Overall, there are several pathways for metabolism and sub-categories for metabolism that are enriched across many of the induced and repressed lists.

We next analyzed the enriched KEGG and Reactome pathways that were unique to each condition (16 gene lists from Table 2), thus we only considered pathways that appeared in a single list (Table 3). Largely, these unique pathways are sub-categories of metabolic processes. However, the list of genes that are repressed by mating in females lacking a germline at three-days post-mating, is the only one with a large number of enriched neuronal-related pathways (Table 3). These pathways include: ‘Transmission across Chemical Synapses’, ‘Signal transduction’, ‘Axon guidance’, ‘Glutamate Neurotransmitter Release Cycle’, and ‘Acetylcholine Neurotransmitter Release Cycle’ (Table 3 and Table S4).

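Of 21 genes that act in neurotransmitter release, 20 were among the 1620 genes repressed in *tud/+* females without a germline 3 days post-mating, against 3.84 expected (adjusted p = 2.42e-12, Fisher's exact test, one-sided). The other one, *Rop*, had an adjusted p of 0.138 from limma with Benjamini-Hochberg adjustment. Their median log2 fold change was −0.57, that of all genes tested was −0.17, and that of random sets matched on transcript length and mean expression was −0.36. After median-of-ratios scaling 8 of the 21 stayed in the repressed list (adjusted p = 0.000202, Fisher's exact test). Among them, *Syx1A* had 32.8 ± 3.94 FPKM (SD, n = 3) in mated and 57.5 ± 2.05 FPKM (SD, n = 3) in virgin females (log2 fold change −0.80, adjusted p = 0.00217, limma with Benjamini-Hochberg adjustment). *VAChT*, the vesicular acetylcholine transporter gene, had 22.4 ± 3.87 and 42.2 ± 6.17 FPKM (log2 fold change −0.89, adjusted p = 0.00436, limma with Benjamini-Hochberg adjustment). With scaling the adjusted p from limma with Benjamini-Hochberg adjustment were 0.00724 and 0.0124. The set was in none of the other 15 post-mating lists at an adjusted p under 0.05 by Fisher's exact test. In *tud/+* females with a germline at 3 days its median log2 fold change was −0.18, against −0.03 for all genes tested. There 2 of the 21 genes were higher than in virgins and 2 were called repressed. The set was not tested on the mating by female germline interaction. Among 10000 random sets matched on transcript length and mean expression, 0.37% had a median as low as the 20 of these genes with a known length. Photoreceptor genes, 20 in number, had a median log2 fold change of −0.13 as deposited and 0.06 after scaling. The paper states that this repressed list is the only one with many enriched neuronal pathways. The set stands in for pathways the paper found in these same libraries, so its over-representation is not independent support.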

#### Female genotype impacts gene expression changes:

Given that genes involved in metabolic pathways are enriched across all comparisons, we determine if this is due to the same or different genes changing expression in the 16 gene lists. We display the overlap of genes across the 16 gene lists (Table 2) using an ‘Upset plot’ (Figure 2, Lex *et al.* 2014), which is conceptually similar to a Venn diagram. We find there is limited amount of overlap of genes across the 16 gene lists. For example, the number of genes in common across any pairwise comparison includes only 36-56 genes, in the top five pairwise comparisons for overlapping gene lists. Furthermore, a maximum of five genes are shared across any eight gene lists (Figure 2). This demonstrates that expression of different genes were changing in the female head in the different conditions, and that the overlap of enriched pathways may largely be due to different genes or small numbers of genes.

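On the lists called here, 3131 genes were in at least 1 of the 16 lists, and 2239 of these (71.5%) were in 1 list only. The 5 largest numbers of genes found in exactly 2 lists and no other were 88, 83, 55, 38 and 34. After median-of-ratios scaling they were 59, 47, 42, 36 and 26. For lists of the same direction, the number of shared genes divided by the number in either list was 0.278 at most, with a median of 0.073.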

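No gene was in 8 lists, and the largest number of lists that held the same gene was 7. A gene is either induced or repressed in a comparison, and 1 of the 8 comparisons gave empty lists, so no gene could be in more than 7. Without the library that stands under 2 conditions, a fit added after the data were examined, 2 genes were in 8 lists. The genes in 7 lists were *CR40594*, *CR41550* and *CR41608*, which were induced in *tud/+* females with and without a germline 1 day post-mating and repressed in the other 5 comparisons that called them.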

**Figure 2:**
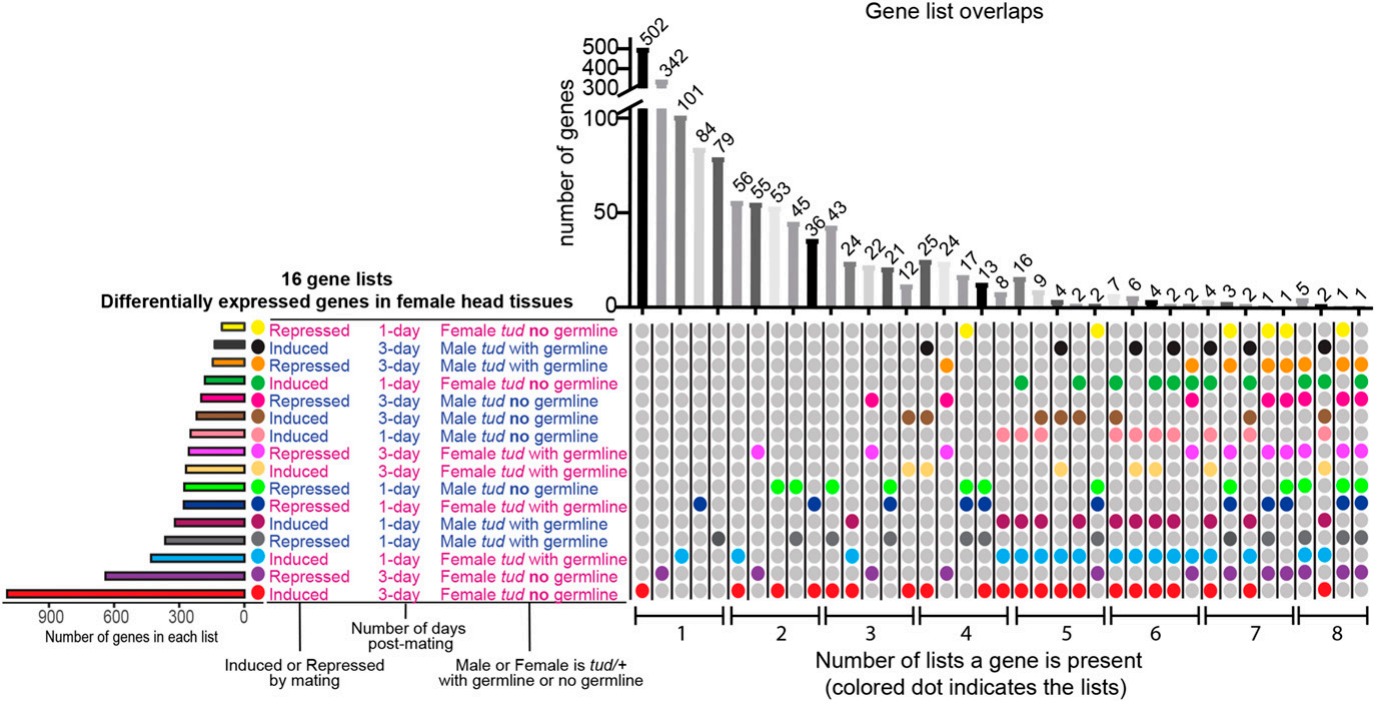
Overlap of differentially expressed genes. Comparison of the 16 lists of genes that were differentially expressed at one- and three-days post-mating, using an Upset plot, which is conceptually similar to a Venn diagram. The horizontal histogram at the left shows the number of genes in each of the 16 lists. The vertical histogram on the right shows the number of overlapping genes. The colored dots show the condition(s) where the gene(s) are present. The number of lists the gene is present within is indicated on the bottom, from left to right, going from one list to eight lists, with each category only showing the top five intersections.

We next determine the significance of the overlap of genes in each pairwise comparison for the 16 gene lists (from Table 2). We find that genes that are induced by mating in one condition, significantly overlap with the seven other lists of genes induced by mating (Figure S5 for results from Fisher’s exact test). 

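Each of the 28 pairs of induced lists was tested with Fisher's exact test, one-sided, on the genes tested in both comparisons, with Benjamini-Hochberg adjustment over all 120 pairs of lists. An overlap was found in 20 of them. Of the others, 7 include the empty list of the Berlin females mated to males without a germline, 1 day post-mating. The remaining pair was *tud/+* females without a germline at 1 day and Berlin females mated to males without a germline at 3 days, which shared 2 genes (adjusted p = 0.205, Fisher's exact test). *tud/+* and Berlin females with a germline, mated to males with a germline, shared 76 induced genes at 1 day, against 5.88 expected, and 36 at 3 days.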

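Of the 28 pairs of repressed lists, 20 overlapped. The exception without an empty list was *tud/+* females with a germline at 1 day and Berlin females mated to males without a germline at 3 days, with 16 shared genes (adjusted p = 0.0698, Fisher's exact test). After median-of-ratios scaling 16 of the repressed and 20 of the induced pairs overlapped. The largest share was found at 3 days between Berlin females whose mates had a germline and those whose mates had none. Their repressed lists of 57 and 104 genes had 35 in common (adjusted p = 2.57e-54, Fisher's exact test). *tud/+* females with and without a germline shared 176 repressed genes at 3 days, against 41.2 expected. Those 2 lists are tested against different virgin groups, while lists of Berlin females have the same virgin libraries on one side. In both of those *tud/+* lists the mated libraries are deeper than the virgin ones, so depth may contribute to the overlap. Of the 64 pairs of lists with opposite directions, 10 overlapped.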

The same result holds for genes that are repressed by mating (Figure S5). Therefore, the significant overlap from the Fisher’s exact test is due to a small number of overlapping genes, as is expected from the Upset plot analyses (Figure 2).

We find a similar result when we compare the genes with differential post-mating expression in females with a germline to those from our previous post-mating, gene expression dataset, in which we used the wild type Canton-S (CS) strain (Dalton *et al.* 2010). We compare the two lists of genes that changed post-mating in this study (females with a germline mated to males with a germline; *tud/+*, and Berlin females), to the top 100 genes by FDR rank from mated CS, from the previous study (Figure S5). At one- and three- days post-mating, we find a significant overlap among pairwise comparisons, due to a small number of genes overlapping (21 genes at one-day, and seven genes at three-days overlap across the three genotypes).

Gene expression differences due to genotype are also apparent in virgins used here. We compare *tud/+* females with a germline to virgin Berlin females. We find 428 differentially expressed genes. 

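Of 8957 genes tested in virgins with a germline, 269 differed between *tud/+* and Berlin females, 173 higher in *tud/+* and 96 higher in Berlin. With all 33 libraries in 1 fit there were 415, and without a trend in the variance 139. After median-of-ratios scaling 121 were higher and 155 lower in *tud/+*, and 217 genes were called both ways. *CG40486* (FBgn0263830) had 9.07 ± 1.95 FPKM (SD, n = 3) in *tud/+* females and is listed at 0 in all 3 Berlin libraries (adjusted p = 0.000103, limma with Benjamini-Hochberg adjustment). *CG14191* (FBgn0030981) had a mean of 0.286 FPKM in *tud/+* and 7.75 ± 0.624 in Berlin females (log2 fold change −2.78, adjusted p = 0.000313, limma with Benjamini-Hochberg adjustment). One of the 3 virgin Berlin libraries is the one that also stands under another condition.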

181 genes are more highly expressed in the *tud/+* females and 247 genes more highly expressed in Berlin females (Table S6).

### The impact of the germline on sleep, food preference, and refractoriness post-mating

Given that each condition assayed had a different gene expression response (Table 2), we wondered if this results in behavioral differences. For example, the genes that changed expression three-days post-mating in females without a germline included an enrichment of GO terms related to sleep, including six terms related to the circadian sleep/wake cycle (Table S4). Here, we systematically characterize female post-mating behaviors in the genotypes and time points used in this study and compare to previous results (for comparisons see Table S1).

#### Sleep:

We examine differences in sleep post-mating, as to our knowledge, sleep has not been assayed in females lacking a germline (Table S1 for publication summary; for sleep statistical tests see Figure S6 and Table S5). Previous work has shown that mating results in decreased daytime sleep, across multiple strains, including CS, Oregon R, *iso^31^*, and *w^1118^*, but not *white* Berlin (see Table S1; Isaac *et al.* 2010; Garbe *et al.* 2016; Dove *et al.* 2017). In female strains with a germline (CS, Berlin and *tud/+*), we confirm that CS has a significant post-mating reduction in daytime sleep, whereas Berlin had a significant increase in daytime sleep (Figure S6A and B and Table S5). While others found no post-mating impact on nighttime sleep, we find a post-mating reduction in nighttime sleep (CS and *tud/+*; Figure S6A and B and Table S5).

Previous studies showed that there is a sex-peptide-dependent, sperm-independent, post-mating decrease in daytime sleep that is sustained for multiple days (Isaac *et al.* 2010; Dove *et al.* 2017). For Berlin females, however, we find an increase in daytime sleep post-mating when Berlin females are mated to males with and without a germline (*tud/+*) (Figure 3A and Table S5), however the post-mating increase is only significant with males that had a germline. Additionally, we find a significant increase in nighttime sleep when Berlin females are mated to males with or without a germline (*tud/+*). Our results suggest that in Berlin females the post-mating sleep response may be impacted by receiving sperm.

**Figure 3:**
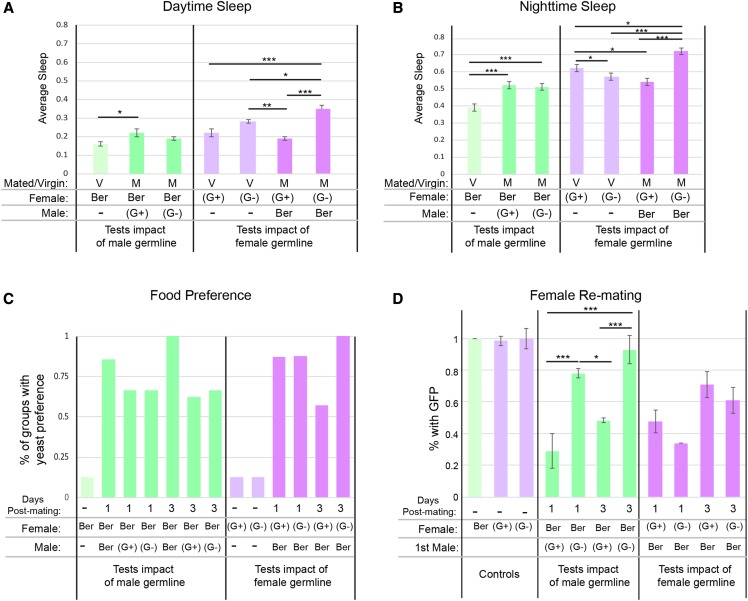
Effect of the germline on female reproductive behaviors. The female genotypes are Berlin (Ber, green) and *tud/+* (purple) with a germline (G+) and without (G-). The male genotypes are Berlin (Ber) and *tud/+* with a germline (G+) and without (G-). The virgin (V) and mated (M) status of females is indicated. The impact of mating and germline on daytime (A) and nighttime (B) sleep, averaged across days 2-6 post-mating is shown. For each fly, the mean sleep is determined by ShinyR-DAM. Each column shows the average of the mean sleep across all flies for each condition. Error bars show the standard error of the mean. (C) Preference for yeast-containing media *vs.* sugar-containing media post-mating. Bar graphs show the percent of groups that preferred yeast-containing media for each condition. The days post-mating (PM) is indicated (1 or 3 days). (D) Female re-mating was assayed. Average percent re-mating of vial replicates are plotted, with error bars showing the standard error of the mean. Statistical analyses were done using an ANOVA (see Table S5), followed by a Tukey HSD post-hoc test. The categorical values for the Tukey HSD results are indicated where *=*P* < 0.05, **=*P* < 0.005, and ***=*P* < 0.0005.

To determine if the presence of the female germline impacts sleep, we examine post-mating sleep in female flies with and without a germline (*tud/+*). Presence of a germline in virgin comparisons (*tud/+*) does not impact daytime sleep, but there was a reduction in nighttime sleep in virgin females without a germline (*tud/+*) compared to controls with a germline (*tud/+*; Figure 3A and 3B).

Next we examine post-mating sleep in females with and without a germline. Post-mating, females without a germline (*tud/+*) show an increase in both daytime and nighttime sleep (Figure 3A and 3B). On the other hand, post-mated control females with a germline (*tud/+*), have a significant post-mating decrease in nighttime sleep (Figure 3B). Therefore, in conditions where we control for strain background of females and males (*tud/+* females and Berlin males), females with a germline have decreased nighttime sleep post-mating, whereas females lacking a germline have increased daytime and nighttime sleep post-mating. These changes in sleep are seen over multiple days post-mating (Figure S6C). Taken together, these data show a new type of cross-tissue interaction, with female fertility by mating interactions regulating the amount of sleep in females (for full statistical analyses of sleep see Table S5).

#### Food preference:

Previous work has shown that mated females have an increased preference for food containing yeast that is dependent on the sex-peptide pathway (Ribeiro and Dickson 2010; Vargas *et al.* 2010). It was also demonstrated that females that do not produce eggs (*ovoD* mutation) show a preference for yeast after yeast deprivation (Ribeiro and Dickson 2010). Here, we determine if the changes seen in post-mating food preference are affected by the female germline or the receipt of sperm, and whether that changes as time increases post-mating. We find that all females preferred yeast-containing media, over sucrose-containing media, at both one- and three- day(s) post-mating (Figure 3C). Therefore, we conclude that the change in preference for yeast-containing media is independent of fertility.

#### Refractoriness post-mating:

Finally, we investigate if the absence of a germline influences re-mating at both one- and three- days post-mating (Figure 3D). A previous study showed no differences in re-mating at one-day post-mating using *germ cell-less* females, a different maternal effect mutant that results in progeny without a germline (Jongens *et al.* 1992; Barnes *et al.* 2007). We also find that at both one- and three- day(s) post-mating, there are no significant differences in re-mating between *tud/+* females with and without a germline, with both showing re-mating around 30–40% at one-day post-mating, and 60–70% at three-days post-mating. Even though the genes that changed expression after mating are different, these differences do not appear to influence female re-mating. It is known that sex-peptide binds sperm and has an impact on both the short-term and long-term response of female re-mating (Chapman *et al.* 2003; Liu and Kubli 2003; Peng *et al.* 2005). Females mated to *tud/+* males with sperm have significantly lower percent re-mating than those females that were mated to *tud/+* males lacking sperm (Figure 3D), consistent with the observation that sperm is required for the decrease in female receptivity post-mating (Table S1; Kalb *et al.* 1993; Xue and Noll 2000).

### Percent re-mating is variable across a panel of inbred lines

Previous studies showed differences in female fecundity and re-mating as a result of strain background, as well as the strain background of their mates (Fukui and Gromko 1989; Mcgraw *et al.* 2009; Chow *et al.* 2010; Chow *et al.* 2013; Delbare *et al.* 2017). Given the observed gene expression differences due to strain, we next determine if there is natural variation in female re-mating. We assay the F_1_ progeny derived from a cross between *w^1118^* males and females from either the *Drosophila* Genetic Reference Panel (DGRP; Mackay *et al.* 2012), or inbred lines derived from Winters, CA (Campo *et al.* 2013). The F_1_ progeny are from 166 different female P_0_ strains (138 DGRP and 28 Winters strains), with the rationale that heterozygosity is more akin to what is found in the wild. We observed variation in re-mating across the F_1_ progeny from the two panels of inbred lines (Figure 4, Table S7), with a similar range of percent re-mating between the two populations. The percent re-mating was 0–90% in DGRP lines and 0–87.5% in Winters lines (*P* = 0.1357, Student’s *t*-test).

**Figure 4:**
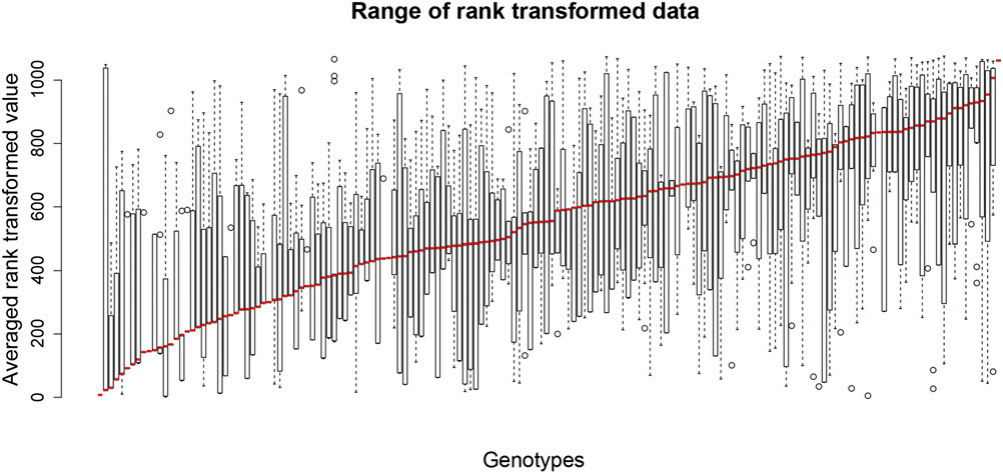
Genome Wide Association. (A) Phenotype plot in rank order. Boxplots illustrating the range of rank transformed re-mating (y-axis) for each strain (x-axis). Boxplots show quartiles via box and whiskers, and median with the bold black line. Outliers are single points outside of whiskers. Genotypes with percent re-mating and rank order are available in Table S7.

Rank transforming the data resulted in satisfying the assumption of normality for the genome-wide association study (GWAS) model (Figure S7, Table S7). GWAS was performed using data from F_1_ progeny from the 138 DGRP strains. We use the web-based pipeline DGRP2, to identify associations due to polymorphisms in this population (Huang *et al.* 2014). This analysis identified significantly associated polymorphisms across the genome (top five are *P* = 4.6–9.8 × 10^−7^; the next ten are *P* = 2.2–3.7 × 10^−6^), including single nucleotide polymorphisms and indels. The top 100 significantly associated polymorphisms are in/near 59 unique, annotated genes (top 100 have *P* = 4.6x10^−7^–6.2 × 10^−5^, Table S8).

Examination of where these 59 genes have significantly high expression identifies the adult brain (29 genes), larval central nervous system (24 genes), and ventral nerve cord (25 genes), as the tissues with largest number of these genes with enriched expression (using the Flymine portal to examine Flyatlas data; Lyne *et al.* 2007; Robinson *et al.* 2013). Among the 59 genes, four are located in/near genes that are annotated to be involved in the Wnt signaling pathway (*Axin*, *Carrier of wingless*, *nemo*, and *wingless*). *Carrier of wingless* and *nemo* are in the top 20 most significant associations (Table 4). Though a specific role for Wnt signaling in female mating and re-mating has not previously been identified, it is a pathway that directs cell fate and physiology (reviewed in Nusse and Varmus 2012). Notably, the biological process ‘cell-to-cell signaling by Wnt’ (GO:0198738) is enriched in the list of genes that are changed by mating in *tud/+* females lacking a germline at three-days post-mating, suggesting that this signal-transduction pathway is important for the female long-term, post-mating response.

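Of 28 Wnt signaling genes tested in *tud/+* females without a germline 3 days post-mating, 14 were repressed, against 5.11 expected (adjusted p = 0.00141, Fisher's exact test, one-sided). After median-of-ratios scaling 3 were (adjusted p = 0.914, Fisher's exact test). The median log2 fold change of the 27 with a known length was −0.43, and 0.91% of random sets matched on length and expression were as low. *gish* had 39.8 ± 7.06 FPKM (SD, n = 3) in mated and 75 ± 3.5 FPKM (SD, n = 3) in virgin females (log2 fold change −0.91, adjusted p = 0.00239, and 0.00708 after scaling, limma with Benjamini-Hochberg adjustment). Of the 4 Wnt genes from the association study, *nmo* (FBgn0011817) had 14.7 ± 1.33 and 23.1 ± 1.84 FPKM (log2 fold change −0.62, adjusted p = 0.0069, limma with Benjamini-Hochberg adjustment), and *Cow* (FBgn0039054) 62 ± 3.25 and 90.9 ± 11.9 FPKM (log2 fold change −0.54, adjusted p = 0.012, limma with Benjamini-Hochberg adjustment). With scaling the adjusted p from limma with Benjamini-Hochberg adjustment were 0.0324 for *nmo* and 0.0593 for *Cow*. *Axn* was not called (log2 fold change −0.37, adjusted p = 0.0825, limma with Benjamini-Hochberg adjustment), and *wg*, with 0.925 ± 0.385 and 0.98 ± 0.238 FPKM, was below the filter.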

**Table 4:** Top 20 GWAS Associations. DGRP IDs where no gene was in region: 3R_21980124_SNP, 2L_19316857_SNP, 2L_19316859_INS, 2L_19316854_INS, 3L_14143779_DEL, 2R_19225235_DEL

DGRP2 ID	Gene Annotation	Biological Process	Molecular Function	Single Mixed P value
X_21373247_SNP	CR45082	—	—	3.85E-07
X_21373572_SNP	CR45082	—	—	5.53E-07
X_21373578_SNP	CR45082	—	—	5.53E-07
3R_18903893_SNP	Cow	Regulation of Wnt signaling pathway	Wnt-protein binding	8.71E-07
3R_18903892_SNP	Cow	Regulation of Wnt signaling pathway	Wnt-protein binding	1.82E-06
2L_6262204_INS	Ddr	Protein phosphorylation	Protein kinase activity	2.10E-06
2L_21290182_SNP	Mondo	Regulation of glucose metabolic process	Transcription factor binding	2.10E-06
3L_8019127_SNP	nmo	Negative regulation of Wnt signaling pathway	Protein kinase activity	2.82E-06
3L_3307167_INS	ZnT63C	Cellular zinc ion homeostasis	Cation transmembrane transporter activity	3.01E-06
3L_10336246_INS	CR46006	—	—	4.82E-06
3L_18127530_SNP	in 5′ region of Cyp312a1	Oxidation-reduction process	Heme-binding	5.70E-06
3R_13324673_SNP	Dscam3	Homophilic cell adhesion via plasma membrane adhesion molecules	Identical protein binding	5.98E-06
X_15992071_SNP	CG42354 and CG42353	—	—	8.13E-06
3L_4921078_SNP	in 3′ region of Rh50	Ammonium transmembrane transport	Ammonium transmembrane transporter activity	9.14E-06

Next we determine the specificity of our GWAS gene hits for female re-mating by comparing to other GWAS studies. We find that 25/59 genes were also identified in a study examining variation in *Drosophila* olfactory responses (significant overlap of gene lists is *P* <4.05 × 10-4 using the Flymine portal; Arya *et al.* 2010), suggesting that re-mating may have an olfactory component. There were no other GWAS publications found in the Flymine portal that had a significant number of genes that overlapped with our list of 59 genes. We also looked for overlap with several GWAS studies that examine behavior and find at most 5 overlapping genes between our study and others (Durham *et al.* 2014; Ivanov *et al.* 2015; Morozova *et al.* 2015; Nelson *et al.* 2016; Garlapow *et al.* 2017; Jehrke *et al.* 2018; Harbison *et al.* 2019), suggesting that the hits we find are fairly specific for female re-mating. Further functional studies will be important to understand the roles of these genes in female behavior.

## Discussion

*Drosophila* is a premier model system for studying cross-tissue interactions, given that *Drosophila* have organ systems that are similar to those found in mammals and the gene pathways that mediate cross-tissue interactions have evolutionary conservation (reviewed in Rajan and Perrimon 2011; Droujinine and Perrimon 2016). It is clear that signaling molecules that act at a distance coordinate female reproduction, egg production, nutrient homeostasis and behavior through changes in gene expression (reviewed in Rajan and Perrimon 2011; Droujinine and Perrimon 2013; Droujinine and Perrimon 2016). Here, we investigated the impact of 1) egg production in virgins, 2) female mating when she is sterile, and 3) female mating when the male is sterile, on gene expression changes in the adult female head. We also investigated how reproductive differences and strain differences impact a set of female post-mating behaviors.

In virgins, the presence of the germline changed expression of genes with known functions in nutrient homeostasis pathways, with females lacking a germline having increased expression of genes that are known to signal high dietary nutrients, and females with a germline having expression profiles consistent with reduction of nutrient storage and metabolic breakdown. It is unclear if these nutrient/energy signaling pathways are changed to stimulate germ cell production, or if the changes in expression are a result of larger nutrient reserves, or some combination. While females that are not producing eggs likely have more energy stores, previous studies showed that insulin levels directly control female germline stem cell division (Ikeya *et al.* 2002; Lafever and Drummond-Barbosa 2005; Hsu and Drummond-Barbosa 2009).

We also found that the presence/absence of a female germline altered expression of immune related genes, in virgins (Table S6). 

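Among the antimicrobial peptide genes tested in virgin *tud/+* females, *Drsl4* was the only one called, with 75.6 ± 9.82 FPKM (SD, n = 3) without and 41.4 ± 6.55 FPKM (SD, n = 3) with a germline (log2 fold change 0.86, adjusted p = 0.0132, limma with Benjamini-Hochberg adjustment). The adjusted p of the others was 0.496 or more by limma with Benjamini-Hochberg adjustment. After mating, 9 of 14 were repressed in *tud/+* females with a germline at 3 days (adjusted p = 3.94e-10, Fisher's exact test, one-sided), and 6 of 16 were induced in Berlin females 1 day after mating with males with a germline (adjusted p = 3.96e-05, Fisher's exact test, one-sided). *Dpt* had 4.98 ± 4.77 FPKM (SD, n = 3) in the former and 143 ± 71.9 FPKM (SD, n = 3) in their virgins, a log2 fold change of −4.79 (adjusted p = 0.00755, limma with Benjamini-Hochberg adjustment). In *tud/+* females without a germline at 3 days 6 of 14 were repressed (adjusted p = 0.194, Fisher's exact test, one-sided). The median log2 fold change of the family there was −0.917, against −0.165 for all genes tested. A difference by female germline was not tested for this family.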

Previous studies showed that a post-mating induction of genes involved in the immune response requires a germline (Mcgraw *et al.* 2004; Mcgraw *et al.* 2008; Short *et al.* 2012; Short and Lazzaro 2013). Building on this, we show that the germline-dependent change in expression of immune-related genes occurs even in the absence of mating.

Interestingly, there were also changes in neurotransmitter-related genes in virgins due to absence of a germline (Table S6). Notably, some of these genes have previously been implicated in female reproductive behaviors. 

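*ple* (FBgn0005626) had 27.9 ± 2.95 FPKM (SD, n = 3) in virgin *tud/+* females without and 21.6 ± 1.28 FPKM (SD, n = 3) in those with a germline, a ratio of 1.3. Its log2 fold change was 0.36 (standard error 0.11, adjusted p = 0.216, limma with Benjamini-Hochberg adjustment), and no alternative called it, with adjusted p from 0.167 to 0.458 by limma with Benjamini-Hochberg adjustment.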

For example, *pale*, which encodes for the rate limiting enzyme in the synthesis of dopamine, was increased in virgin females lacking a germline (FC = 1.3), and dopamine is important in regulating female receptivity (Neckameyer 1998). On the other hand, *Neuropeptide-like precursor 3*, whose expression decreases post-mating (Mcgraw *et al.* 2008; Dalton *et al.* 2010), was also decreased in virgins lacking a germline (FC = 0.7). 

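*Nplp3* (FBgn0042201) had 782 ± 54.9 FPKM (SD, n = 3) without and 1104 ± 84.6 FPKM (SD, n = 3) with a germline in virgins (log2 fold change −0.49, standard error 0.09, adjusted p = 0.0282, limma with Benjamini-Hochberg adjustment). After median-of-ratios scaling the adjusted p was 0.12 by limma with Benjamini-Hochberg adjustment.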

Taken together these results suggest that both mating and the female germline are important regulators of expression of neurotransmitter-related genes in adult head tissues.

For all the post-mating gene expression conditions examined, very few genes had expression changes in multiple, post-mating conditions assayed here (Figure 2). However, the genes with expression changes were enriched with those that function in metabolic pathways (Figure 1). Therefore, long-term, post-mating, gene expression changes in metabolic pathway genes do not require production of fertilized eggs, or receipt of sperm. A common aspect of the female mating conditions in this study is receipt of male Acps that are transferred in the male seminal fluid (reviewed in Ravi Ram and Wolfner 2007; Avila *et al.* 2011), suggesting that their transfer, or the sensory aspect of mating (Shao *et al.* 2019), has a sustained impact on expression of genes involved in metabolism in female head tissues.

A previous study that examined female, whole-animal, post-mating gene expression changes in response to sperm (no Acps), Acps (no sperm) and mating (no Acps, no sperm), also found that transfer of sperm, male seminal fluid proteins or mating caused unique changes in gene expression, or differences in the magnitude of gene expression changes (Mcgraw *et al.* 2004). Taken together, the many different studies examining post-mating gene expression changes in females show that the post-mating time point, tissue assayed, and if the male transfers sperm or Acps have a large impact on gene expression changes that are detected (Lawniczak and Begun 2004; Mcgraw *et al.* 2004; Mack *et al.* 2006; Kapelnikov *et al.* 2008; Mcgraw *et al.* 2008; Innocenti and Morrow 2009; Mcgraw *et al.* 2009; Dalton *et al.* 2010; Parisi *et al.* 2010; Gioti *et al.* 2012; Short and Lazzaro 2013; Fear *et al.* 2016; Delbare *et al.* 2017).

On the other hand, females without a germline, three-days post-mating was the only post-mating condition that had an enrichment of several ‘neuronal’ and ‘behavioral’ biological process genes with expression changes. Genes involved in GABA synthesis (*Gad1*, FC = 0.7) and transport of glutamate (*VGlut*, FC = 0.7) were both repressed by mating at three-days post-mating. 

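In *tud/+* females without a germline 3 days post-mating, *VGlut* (FBgn0031424) had 18.7 ± 2.57 FPKM (SD, n = 3) against 28.2 ± 1.65 FPKM (SD, n = 3) in virgins, a ratio of 0.664 and a log2 fold change of −0.57 (standard error 0.12, adjusted p = 0.0121, limma with Benjamini-Hochberg adjustment). *Gad1* (FBgn0004516) had 50.7 ± 5.94 and 74.7 ± 7.55 FPKM (log2 fold change −0.55, standard error 0.12, adjusted p = 0.0122, limma with Benjamini-Hochberg adjustment). After median-of-ratios scaling the log2 fold changes were −0.39 and −0.36, with adjusted p of 0.0579 and 0.0577 by limma with Benjamini-Hochberg adjustment.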

Glutamatergic and GABAergic neurons are widespread in the *Drosophila* nervous system and have been associated with sleep and olfactory sensing (Liu and Wilson 2013; Zimmerman *et al.* 2017). *Adar* (FC = 0.7), which is also included in this list of genes, has also been shown to effect sleep by repressing glutamatergic signaling (Robinson *et al.* 2016). 

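*Adar* (FBgn0026086) had 18.6 ± 3.41 FPKM (SD, n = 3) in these females and 28.4 ± 4.09 FPKM (SD, n = 3) in virgins, a log2 fold change of −0.59 (standard error 0.15, adjusted p = 0.0232, limma with Benjamini-Hochberg adjustment). It was −0.40 after median-of-ratios scaling (adjusted p = 0.0914, limma with Benjamini-Hochberg adjustment).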

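In *tud/+* females without a germline 3 days post-mating, 6 of 10 nicotinic acetylcholine receptor subunit genes were repressed relative to virgins (adjusted p = 0.0308, Fisher's exact test, one-sided), and 3 of 10 after median-of-ratios scaling. *nAcRalpha-34E* had 14.8 ± 1.94 FPKM (SD, n = 3) in mated and 27.4 ± 3.98 FPKM (SD, n = 3) in virgin females (log2 fold change −0.84, adjusted p = 0.00436, limma with Benjamini-Hochberg adjustment). It was called with scaling too, as were *nAcRalpha-30D* and *nAcRalpha-96Aa*, with adjusted p of 0.0131, 0.0359 and 0.0451 from limma with Benjamini-Hochberg adjustment. Of 10 dopamine and octopamine receptor genes, 3 were repressed, against 1.83 expected. The log2 fold changes were −0.57 for *oa2*, −0.51 for *CG18208* and −0.54 for *Octbeta2R* (adjusted p = 0.0152, 0.0445 and 0.0122, limma with Benjamini-Hochberg adjustment), and none of the 3 was called after scaling. The dopamine receptor genes *DopR* and *DopEcR* were not called (adjusted p = 0.0747 and 0.0511, limma with Benjamini-Hochberg adjustment). Among 10000 random sets matched on length and expression, 14.31% had a median as low as the dopamine and octopamine receptor genes.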

Additional genes that encode for receptors for the neurotransmitters acetylcholine, dopamine, and octopamine had decreased expression in females lacking a germline at three-days post-mating. Previous studies have implicated acetylcholine as a mediator of learning and memory, visual perception, and olfaction (Shinomiya *et al.* 2014; Barnstedt *et al.* 2016), which are all important for female post-mating behaviors. Furthermore, both octopamine and dopamine have been shown to induce female post-mating behaviors, namely egg-laying, sperm storage and female receptivity to mating (Neckameyer 1998; Monastirioti 2003; Avila *et al.* 2012; Rubinstein and Wolfner 2013; Heifetz *et al.* 2014; Rezával *et al.* 2014).

We note that our study may not detect expression changes for genes with low expression in the nervous system. For example, it is clear that *doublesex*-, *fruitless*-, and *pickpocket*-expressing populations of neurons underlie female mating behaviors (Häsemeyer *et al.* 2009; Yang *et al.* 2009; Rideout *et al.* 2010; Rezával *et al.* 2012), but we did not identify these genes here, suggesting additional cell-type and single-cell gene expression experiments would provide new insights into additional genes critical for behavioral changes.

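*dsx* (FBgn0000504) and *fru* (FBgn0004652) were tested in all 8 post-mating comparisons and were called in none. Mean FPKM was 9.45 to 15.3 for *dsx* and 15.5 to 23.7 for *fru*. The lowest adjusted p were 0.128 for *dsx*, in *tud/+* females without a germline at 1 day (log2 fold change 0.30), and 0.0882 for *fru*, in the same females at 3 days (log2 fold change −0.36), by limma with Benjamini-Hochberg adjustment. *ppk* (FBgn0020258) had mean FPKM of 0.237 to 0.72 and was below the filter in every condition. Without a filter it was called in none of the 8 comparisons, with adjusted p from 0.218 to 0.982 by limma with Benjamini-Hochberg adjustment.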

We determined if reproductive status also caused different behavioral responses post-mating. All post-mating female conditions assayed changed their food preference to yeast-containing media, instead of sucrose-containing media. The females did differ in their re-mating response, with females mated to males lacking sperm showing the highest percent re-mating, whereas females that lack a germline re-mate at similar levels to their control with a germline, as was also previously shown using different strains to generate females that lack a germline (Barnes *et al.* 2007). When we examine post-mating sleep changes, females without a germline show significantly increased sleep during the day and night, whereas control females with a germline have significantly reduced sleep during the night.

For sleep, it has previously been shown that artificially activating glutamatergic neurons in the brain leads to increased wakefulness, therefore inhibiting these neurons could result in increased sleep (Zimmerman *et al.* 2017). We found genes that function in glutamate neurotransmitter release are repressed post-mating, in females that lack a germline, which could contribute to increased sleep. Furthermore, it is known that nutrient depletion reduces sleep and increases activity (Lee and Park 2004; Keene *et al.* 2010; Yang *et al.* 2015; Yu *et al.* 2016). Given that sterile females likely have more stored nutrients, this could also contribute to increased sleep. Similarly, mating is known to increase nutritional demands (Ribeiro and Dickson 2010; Vargas *et al.* 2010; Walker *et al.* 2015), which could explain the decrease in sleep seen post-mating in some strains when females have a germline. Along these lines, the observed strain differences we found in sleep post-mating may be due to strain differences in metabolism.

Our behavioral studies on F_1_ heterozygotes made from crosses from 166 wild-caught isogenic strains, demonstrated that there is a large range of re-mating behavior. A previous study showed that there is natural variation in sperm competition in females (Chow *et al.* 2013). This suggests that in wild populations, females may have different strategies in terms of mating, re-mating, and behaviors that maintain homeostasis, like sleep and feeding. We found four Wnt signaling pathway genes are associated with variation in re-mating. Though the Wnt signaling pathway has not yet been implicated in the regulation of female post-mating behavior, Wnt signaling is necessary for female fertility in mammals (Boyer *et al.* 2010), and for long-term memory formation in *Drosophila* (Tan *et al.* 2013). Given that the GWAS will identify genes that could have an impact during development, and on any tissue, it is not unexpected that we would find different genes than identified in our gene expression analyses.

Our examination of natural variation had additional similarities to the study examining sperm competition (Chow *et al.* 2013). We found that F_1_ progeny made from DGRP Ral313 had low re-mating, with only ∼7% of females re-mating. Ral313 never re-mated among 39 tested females from the DGRP collection that were used to examine sperm competition (Chow *et al.* 2013). Another similarity is that 15 of the 33 top associated polymorphisms are in/near neurological genes, three of which encode for ion channels (Chow *et al.* 2013). These three ion channel genes all had significantly higher expression in wild-type females mated to males lacking a germline, at one-day post-mating, making these genes better validated candidates for further functional and evolutionary studies.

Decreased production of eggs and sperm naturally occurs during aging (reviewed in Pizzari *et al.* 2008; Miller *et al.* 2014). Thus, our results together with those from other laboratories point to ways that the changes in the female environment (mated *vs.* unmated), reproductive senescence in both males and females, along with other changes, such as nutrition, can differentially influence gene expression through cross-tissue interactions (Pletcher *et al.* 2002; Gershman *et al.* 2007; Dalton *et al.* 2010; Parisi *et al.* 2010; Doroszuk *et al.* 2012; Gioti *et al.* 2012; Whitaker *et al.* 2014; Zhou *et al.* 2014). These rippling effects on gene expression ultimately impact physiological and behavioral phenotypes, and are also influenced by natural variation in the population. While we only examined gene expression in head tissues in females of different reproductive status, impacts on gene expression in other tissues and other phenotypes are likely to be widespread. Understanding cross-tissue interactions during *Drosophila* reproduction provides a powerful, systems-level model to study gene-by-environment interactions, the functions of genes during different stages of the life span, and how natural variation influences these functions.

How the deposited data were processed for this re-analysis (not part of the article)

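Head RNA of 8-day-old females was measured in 33 libraries, 3 biological replicates of each of 11 conditions: virgin *tud/+* females with and without a germline, virgin Berlin females, *tud/+* females with and without a germline 1 and 3 days post-mating, and Berlin females 1 and 3 days after mating with *tud/+* males that had or lacked a germline. The authors aligned single-end reads with TopHat, calculated FPKM with cufflinks and deposited 1 table of FPKM values for all libraries. FPKM is already corrected for transcript length and for the number of mapped reads, and no other step on the deposited values is stated. The authors' own tests used read counts and edgeR with tagwise dispersion, and those counts were not used here. The table has 15682 genes, of which 80 have no values, and 15463 genes carry a symbol in it. All columns of per-sample values were read, and each column was assigned to its condition and replicate from its label alone. Gene symbols and identifiers are those of the table. The reference annotation used here, BDGP6.54, is a later release than the one the authors aligned to, so only transcript lengths were taken from it and no coordinates are reported.

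From the deposited FPKM values, log2(FPKM + 1) was computed, and each comparison was fitted with limma (3.58.1 in R 4.3.3): a linear model of the 6 libraries of the 2 conditions, with variances moderated along a trend with mean expression, a two-sided moderated test and Benjamini-Hochberg adjustment. Genes entered a test if FPKM was above 1 in all 3 replicates of at least 1 of the compared conditions, which is the paper's filter, and were called at an adjusted p under 0.05. The 10 comparisons of the paper were made, as were 4 it does not make: the mating by female germline interaction at 1 and 3 days, over 12 libraries each, and Berlin females mated to males without against with a germline at 1 and 3 days. On data simulated for 8901 genes from the means and variances of the real libraries, with 200 genes changed and 5 runs, the fit recovered 70.4% of the changed genes and 86.8% of those changed by a factor of 2 or more. Of its calls, 4.3% were false, and 0 had the wrong sign. Noise was drawn independently for each gene and library, with no difference in depth or scale between the groups. The rate of false calls therefore need not hold for real comparisons in which depth or scale differs.

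Overlaps of lists and of gene families with lists were tested with Fisher's exact test, one-sided (scipy 1.17.1), on genes tested in the comparisons concerned, with Benjamini-Hochberg adjustment over the 120 pairs of lists and over 180 family tests. The 10 gene families were written down from gene symbols and names before the values were read, in place of the pathway and ontology tables of the paper, which were not used here. They stand in for pathways the paper names from these same libraries, so their over-representation is not independent support for those pathways. Replicates were compared by Pearson's r across genes. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9.

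Named genes are those the paper's text names for its RNA-seq results, the 6 genes chosen for qRT-PCR, the 4 Wnt genes of the association study, members of a family where a passage is about that family, and in each of the 10 comparisons the 3 genes with the largest absolute log2 fold change among those called, with mean FPKM above 5 in at least 1 group and no overlap between the 3 and 3 libraries. Genes with reads that overlapping or near-identical genes can share are uncertain, since the table does not say how such reads were assigned: *CG31775* and *CG42586*, with identical values in every library, are an example. The genes *CR40594*, *CR41550* and *CR41608*, and those of the comparison between Berlin females by mate that are not in the sets above, were named after their values were seen.

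Because the table holds no read totals, the depth of each library was estimated relative to virgin Berlin replicate 1 from genes with FPKM under 0.5 in both libraries, as the most frequent ratio of their values. The starting point of the search came from genes with 1 transcript longer than 600 bases and an assumed fragment length of 200 bases. Relative depth ran from 0.54 to 3.43, and the absolute depth is unknown, so no counting error is given for single values. The precision of each mean is given by the standard deviation of 3 replicates.

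The comparisons, the filter, the test and 11 other settings per comparison, besides leaving out each library in turn, were chosen before the data were examined. The other settings were pseudocounts of 0.1 and 0.5, no filter on low values, FPKM above 1 in at least 1 of the 11 conditions, FPKM above 5, median-of-ratios scaling over 7920 genes, quantile normalization, all 33 libraries in 1 fit, moderation of variances without a trend, robust moderation, and the replicate number as a block. Pairing comes only from the replicate numbers in the labels. Deviations of same-numbered libraries from their group means were correlated between −0.029 and 0.079 on average in the comparisons other than that of Berlin females mated to males without a germline and virgins at 1 day (−0.153) and that of the Berlin females by mate at 3 days (0.241). Settings added after the data were examined are the block together with scaling, and fits without the library that stands under 2 conditions, as deposited and scaled.

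Behavior and sleep measurements, the qRT-PCR samples, the association study and the previous Canton-S data were not analysed here.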

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

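All tests in this part, the counts over other splits of the libraries included, were chosen only after the results were seen. The differences between groups were each tested directly, with limma and Benjamini-Hochberg adjustment.

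The response to mating differed between *tud/+* females without and with a germline in 27 genes at 1 day and in 52 at 3 days, by the interaction term. Of 32 splits of the 12 libraries that part as many same-numbered pairs, 6 gave as many genes at 1 day and 6 at 3 days, the real one included. The split that exchanges the virgin groups gave 565 and 1414, and the largest of the others 83 and 535. Depth is nearly balanced over this contrast: libraries without a germline were at most 1.13 times as deep as those with one, among virgins, and 1 times among mated females at 3 days, and at 1 day the mean relative depths of mated females were 2.96 without and 3.13 with a germline. After median-of-ratios scaling the counts were 20 and 92, with 19 and 40 genes called both ways. These splits exchange germline labels within same-numbered pairs, so differences by germline that are not interaction enter their counts, and they do not test the interaction by itself.

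At 1 day *tobi* had an interaction of 2.22 on the log2 scale (adjusted p = 0.00114, limma with Benjamini-Hochberg adjustment). It fell in females with a germline, from 389 to 62.3 FPKM, and changed less in those without, from 616 to 464. *Pepck* had an interaction of 0.91 (adjusted p = 0.025, limma with Benjamini-Hochberg adjustment), with 575 and 303 FPKM with a germline and 860 and 844 without. *tobi* was called under 11 of the 12 other settings that keep all libraries and *Pepck* under 9 of 12. *tobi* was not called with all 33 libraries in 1 fit.

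At 3 days the largest interaction was −5.56 for *CG8147* (adjusted p = 0.00087, limma with Benjamini-Hochberg adjustment), which was repressed without and induced with a germline and was called under all 12 other settings that keep all libraries. The interaction was 2.65 for *tobi*, 1.43 for *fit*, 1.01 for *CCHa2* and −1.34 for *to*, with adjusted p of 0.0155, 0.019, 0.0269 and 0.0269 from limma with Benjamini-Hochberg adjustment. *tobi* and *fit* were called under 11 of the 12 other settings, *CCHa2* under 10 and *to* under 9. *CCHa2* fell from 124 to 67.6 FPKM with a germline and was 203 and 221 FPKM without. In the paper's account *tobi*, *fit* and *CCHa2* respond to diet, and a candidate explanation is that the germline changes how mating alters nutrient signals. This is a hypothesis, formed and examined on the same libraries, and the splits of the libraries (6 of 32) do not test it.

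Between Berlin females mated to males without and with a germline, 4 genes differed at 1 day, with 951 at an unadjusted p under 0.05, and 6 at 3 days. For each time, 1 of the 4 splits that part as many same-numbered pairs gave as many, which is the real one, and the 6 splits that part fewer gave 0. With 10 splits in all, their share cannot fall below 10%, so grouping by chance cannot be excluded. The 4 genes at 1 day were *CG42518*, FBgn0010651, *CG32425* and *CG18135*, the last 3 named after their values were seen. *CG42518* differed by 3.57 on the log2 scale, with 11.6 ± 5.05 FPKM after mating with males without a germline and a value near 0 in the others (adjusted p = 0.00801, limma with Benjamini-Hochberg adjustment). It was called after median-of-ratios scaling, while *CG32425* and *CG18135* were not. This comparison includes the library that stands under 2 conditions. Given its mean and SD, *CG42518* cannot be near 0 in any library mated to males without a germline. It was thus also expressed in a library labelled virgin, so its difference cannot be ascribed to the mate. Relative depth was 1.08 to 1.51 without and 0.54 to 0.92 with a germline in the males, so depth and mate cannot be told apart. With the library under 2 conditions left out, 8 genes were called.

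At 3 days *CG8147* was lower after mating with males without a germline by −3.15 on the log2 scale, with 16.1 ± 4.91 FPKM against 160 ± 79.8, and *CG11425* by −1.85, with 10.6 ± 2.63 against 41.3 ± 10.9 (adjusted p = 0.0253 for both, limma with Benjamini-Hochberg adjustment). Neither was called after median-of-ratios scaling, which left 3 of the 6 genes. Same-numbered libraries deviated together in this comparison, with a mean correlation of 0.241, and with the replicate number as a block 70 genes were called. A batch shared by same-numbered libraries is thus a possible explanation of part of the spread between replicates, and it hides rather than makes a difference between the groups, since each number occurs once in each. RNA from gut tissue in some libraries was examined with a list of 29 digestive enzyme genes. Only 4 were expressed enough, too few for the check to count. They differed between replicate 3 and the others by −0.173 in the group mated to males with a germline and 0.113 in the other. With the block, the 3 other splits that part as many pairs gave 0 genes, as deposited and with scaling, where the real one gave 70 and 63. With so few splits a grouping by chance cannot be excluded by their share (1 of 4), and receipt of sperm, the biological explanation the design gives, stays a hypothesis.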

How the results depend on the processing

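Numbers in this part count genes called with limma and Benjamini-Hochberg adjustment, and the cause of a change in a count was not tested unless a value is given for it. Counts within a factor of 1.5 of the count reported are not repeated. Median log2 fold changes over all genes tested were −0.14 for *tud/+* females with a germline 1 day post-mating, −0.11 for those without a germline at 1 day, −0.17 for those without at 3 days and −0.14 for the 3-day interaction, and scaling removes these shifts.

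After median-of-ratios scaling the counts were 61 against 95 in virgin *tud/+* females without against with a germline, 528 against 1043 in *tud/+* females with a germline 1 day post-mating, 112 against 222 and 1423 against 2150 in those without a germline at 1 and 3 days, 92 against 52 for the 3-day interaction, and 2 against 4 and 3 against 6 for Berlin females mated to males without against with a germline at 1 and 3 days. Quantile normalization gave 543, 143 and 97 for *tud/+* females with a germline at 1 day, those without at 1 day and the 3-day interaction, and 2 and 0 for the Berlin females by mate, the 0 with 983 genes at an unadjusted p under 0.05.

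Scaling changed the share of higher genes among the calls by more than 10 percentage points in 9 comparisons, besides the few calls in Berlin females by mate at 1 day, of which 1 of 4 was higher as deposited and 1 of 2 after scaling. The share went from 42.1% to 63.9% in virgin *tud/+* females by germline, from 20.5% to 60.2% and from 37.5% to 49.8% in *tud/+* females with a germline at 1 and 3 days, from 27.5% to 69.6% and from 24.7% to 63.5% in those without, from 59.3% to 43.3% and from 59.3% to 48% in Berlin females mated to males with a germline at 1 and 3 days, from 64.3% to 43.8% between the virgin strains, and from 53.8% to 85.9% in the 3-day interaction. The genes called both ways numbered 60, 423, 300, 93, 1048, 368, 110, 217 and 40 in that order.

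Without a filter on low values the counts were 32 in virgin *tud/+* females by germline, 143 in *tud/+* females with a germline at 3 days, 83 in those without at 1 day, 238 and 55 in Berlin females mated to males with a germline at 1 and 3 days, 47 in Berlin females mated to males without a germline at 3 days, 149 between the virgin strains, 17 for the 3-day interaction, and 0 (1056 at an unadjusted p under 0.05) and 2 for the Berlin females by mate. With the filter of FPKM above 1 in at least 1 of the 11 conditions there were 131 in Berlin females mated to males without a germline at 3 days and 2 for the Berlin females by mate at 1 day. A pseudocount of 0.1 gave 34 for the 3-day interaction, and one of 0.5 gave 2 and 10 for the Berlin females by mate.

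With all 33 libraries in 1 fit the counts were 733 in *tud/+* females with a germline at 3 days, 924 and 365 in Berlin females mated to males with a germline at 1 and 3 days, 515 in those mated to males without a germline at 3 days, 415 between the virgin strains, 2 and 185 for the interactions at 1 and 3 days, and 121 and 66 for the Berlin females by mate. Moderation without a trend gave 11 in virgin *tud/+* females by germline, 555 and 157 in *tud/+* females with a germline at 1 and 3 days, 35 in those without at 1 day, 147 and 63 in Berlin females mated to males with a germline, 72 in those mated to males without a germline at 3 days, 139 between the virgin strains, 4 and 16 for the interactions, and 1 for the Berlin females by mate at 1 day. Robust moderation gave 8 for the latter.

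With the replicate number as a block the counts were 43 in virgin *tud/+* females by germline, 157 in *tud/+* females with a germline at 3 days, 15 and 34 for the interactions at 1 and 3 days, and 0 (808 at an unadjusted p under 0.05) and 70 for the Berlin females by mate at 1 and 3 days. Same-numbered libraries come from different flies. Their deviations were correlated between −0.029 and 0.079 on average in 12 comparisons. The others are the last named above and that of Berlin females mated to males without a germline with virgins at 1 day. The block costs degrees of freedom, but it did not lower every count in these 12. The highest correlation was in *tud/+* females without a germline at 3 days, from 0.039 to 0.151 over same-numbered pairs. There the block gave 2284 genes against 2150, and 1640 against 1423 with scaling. In those without a germline at 1 day it gave 190 against 222, and 153 against 112 with scaling. The block with scaling, chosen after seeing the data, gave 34 in virgin *tud/+* females by germline, 426 and 157 in *tud/+* females with a germline at 1 and 3 days, 76 in Berlin females mated to males with a germline at 3 days, 14 for the 1-day interaction, and 0 (777 at an unadjusted p under 0.05) and 63 for the Berlin females by mate.

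Without the library that stands under 2 conditions, also chosen after seeing the data, the counts were 222 and 62 in Berlin females mated to males with a germline at 1 and 3 days, 88 and 56 in those mated to males without a germline, and 8 for the Berlin females by mate at 1 day. With scaling as well they were 220 and 37, and 64 and 40.

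Across the 6 fits that each left out 1 library, the counts ran from 33 to 77 in virgin *tud/+* females by germline, from 423 to 933 and from 64 to 429 in *tud/+* females with a germline at 1 and 3 days, from 31 to 167 and from 1032 to 2139 in those without, from 164 to 288 and from 36 to 208 in Berlin females mated to males with a germline, from 0 to 113 and from 30 to 214 in those mated to males without a germline, from 127 to 182 between the virgin strains, and from 0 to 8 and from 0 to 15 for the Berlin females by mate. Across 12 such fits the interactions ran from 8 to 43 at 1 day and from 1 to 142 at 3 days.

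Among the 8 post-mating comparisons, *tud/+* females without a germline at 3 days had the most genes under every setting that kept all libraries. Across fits that each left out 1 library, their lowest count, 1032, was above the highest of the other 7 comparisons, 933 in *tud/+* females with a germline at 1 day. Pairs of lists of the same direction that overlapped numbered 40, and between 36 and 47 under the alternatives run for them. Significant family tests numbered 23 of 180, and between 18 and 26. The lowest replicate correlation was 0.968 on the log2 scale, 0.9031 without logarithms and 0.9805 over all genes.

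Of 128 log2 fold changes of named genes, 0 changed sign under any setting. Calls were lost for 39 after scaling, 39 without a filter, 28 with quantile normalization, 22 without a trend, 33 with the block and scaling, 12 with the block, 11 with all libraries in 1 fit, 7 with robust moderation, 7 with the filter over 11 conditions, 4 and 1 with pseudocounts of 0.1 and 0.5, and in 190 of 810 values that each left out 1 library. Calls were gained for 2 with all libraries in 1 fit and for 1 of 121 with FPKM above 5, and lost for 2 of 19 and 3 of 19 without the library under 2 conditions, as deposited and scaled. *ppk* and *wg* were below the filter in the comparisons reported for them, and without a filter neither was called there, with adjusted p of at least 0.218 for *ppk* and 0.872 for *wg* by limma with Benjamini-Hochberg adjustment.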

Differences from the paper's values

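The paper's counts come from a test of read counts, and those here from FPKM. In each case the alternatives set before the data were examined that gave a count within a factor of 1.5 of the paper's are named.

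In virgin *tud/+* females the paper gives 152 genes and 95 were called here. The count was 112 with the filter at FPKM above 5, 103 with all 33 libraries in 1 fit and 104 with robust moderation, and the remaining alternatives did not reach it. The paper gives 83 genes higher without a germline, against 40 here, and none of the alternatives closed the gap.

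In *tud/+* females with a germline 1 day post-mating the paper gives 430 induced genes and 214 were found here, 318 with median-of-ratios scaling and 303 with quantile normalization. For repressed genes the paper's number is 279 and the one here 829, with 210 under scaling, 240 under quantile normalization, and 318 and 310 without mated replicate 1 and 2. At 3 days the paper has 269 induced genes, against 137 here, 181 with quantile normalization, 248 with all 33 libraries in 1 fit and 210 without mated replicate 3.

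In *tud/+* females without a germline at 1 day the paper's 182 induced genes compare with 61 here, and no alternative closed the gap. Its 104 repressed genes compare with 161 here, 145 with a pseudocount of 0.1, 103 with the filter over 11 conditions, 134 with the replicate block, and 98, 72 and 122 without virgin replicate 1, 2 and 3. At 3 days the paper gives 1093 induced genes, and 530 were found here, 904 with scaling and 788 with quantile normalization. Scaling with the replicate block, chosen after seeing the values, gave 1042. For repressed genes the paper's number is 640 and the one here 1620, with 519 under scaling, 676 under quantile normalization, and 729 and 959 without virgin replicate 2 and 3. The block with scaling, chosen after seeing the values, gave 598.

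In Berlin females mated to males with a germline the paper's 365 repressed genes at 1 day compare with 170 here, 259 with scaling and 386 with all 33 libraries in 1 fit. At 3 days the paper has 283 genes, 137 induced and 146 repressed, against 140 here, 83 and 57. The total was 197 with FPKM above 5, 365 with all 33 libraries in 1 fit, 196 with robust moderation and 208 without mated replicate 3. Induced genes were 110, 202, 114 and 131 under these settings, and repressed genes came within the factor only with all 33 libraries in 1 fit, at 163.

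In Berlin females mated to males without a germline at 1 day the paper gives 248 induced and 277 repressed genes. Here 0 of either were called, with 308 at an unadjusted p under 0.05, and none of the alternatives closed the gap. Without the library that stands under 2 conditions, chosen after seeing the values, there were 39 and 49. At 3 days the paper's 220 induced genes compare with 93 here and 214 with all 33 libraries in 1 fit, and its 199 repressed genes with 104, which no alternative brought within the factor.

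Between virgin *tud/+* and Berlin females the paper reports 428 genes, and 269 were called here, 415 with all 33 libraries in 1 fit. For genes higher in Berlin females the paper's number is 247 and the one here 96, and no alternative closed the gap.

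The largest number of genes found in exactly 2 lists is 56 in the paper and 88 here, 59 with scaling and 67 with the replicate block. Scaling without the library under 2 conditions, chosen after seeing the values, gave 80. The paper finds at most 5 genes in the same 8 lists. Here it was 0, and none of the alternatives set before gave 1 or more. They could not, since the comparison with 1 library on both sides called 0 genes under each of them. Without the library under 2 conditions, chosen after seeing the values, 2 genes were in the same 8 lists, and 1 with scaling as well.

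The paper lists *Yp3*, *tobi*, *AkhR*, *Lsd-1*, *bmm*, *InR* and *ple* as differing between virgin *tud/+* females with and without a germline. Here their direction was the same, but they were not called, with adjusted p of 0.377, 0.118, 0.0951, 0.114, 0.0722, 0.114 and 0.216 from limma with Benjamini-Hochberg adjustment. *bmm* was called with the filter at FPKM above 5 and *InR* with all 33 libraries in 1 fit, and no setting called the others.

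The paper's text places the fewest post-mating changes in Berlin females mated to males with a germline at 1 day, and its Table 2 places them in the same females at 3 days. Here the fewest were in Berlin females mated to males without a germline at 1 day, with 0 (308 at an unadjusted p under 0.05). Without the library under 2 conditions, chosen after seeing the values, Berlin females mated to males without a germline at 3 days had the fewest, with 56. With scaling as well, the fewest were in Berlin females mated to males with a germline at 3 days, as in Table 2. They had 37, against 40 after mating with males without a germline. These fits drop both copies, so the virgin Berlin group loses a library as well. With only the copy under the mated label left out, the fewest were again at 1 day after mating with males without a germline. There were 113, against 140 in Berlin females mated to males with a germline at 3 days.

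The paper states that each list overlaps all others of its direction. Here 40 of the 42 pairs without an empty list did. With the paper's 17294 genes as background, and with a pseudocount of 0.1, 41 did, among them all 21 pairs of repressed lists. After median-of-ratios scaling 36 of the 42 did. Without the library under 2 conditions, chosen after seeing the values, no list was empty, and 47 of 56 pairs overlapped. With scaling as well, 42 of 56 did. The paper also states that immune genes differ between virgins with and without a germline. Here *Drsl4* was the single antimicrobial peptide gene called in that comparison.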

Other observations

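The tests of the few highest genes, of gene length and of photoreceptor genes for the neurotransmitter release set, and of fat body genes were chosen before their results were seen, and all others in this part only afterwards.

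In the 10 comparisons of the paper, the real split was set against the other splits of the 6 libraries. In 9 of them, 1 of the 4 splits that part as many same-numbered pairs gave as many genes, which is the real one, and splits that part fewer gave at most 2. In Berlin females mated to males without a germline at 1 day, 4 of 4 did, since the real split called 0 genes (308 at an unadjusted p under 0.05). With 10 splits in all, none of these shares can fall below 10%.

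Repressed genes outnumbered induced genes in *tud/+* females post-mating on FPKM as deposited. That the authors' normalization leaves libraries on different scales may account for this. After median-of-ratios scaling 63.5% of the genes called in females without a germline at 3 days were induced. In those females a few genes that take a larger share of the FPKM sum did not account for the excess of repressed genes. Rescaling on all but the 10 highest genes left their median log2 fold change at −0.199, against −0.165 as deposited. No such rescaling is given for the other *tud/+* groups, so the test cannot decide for them. In females with a germline at 1 day the 10 highest genes held 24.8% to 26.2% of the FPKM sum, against 20.2% to 21.4% in virgins. Scaling assumes that most genes do not change, and these values cannot show which scale is right. Mean relative depth was 2.24 in *tud/+* females without a germline at 3 days and 1.2 in their virgins. In *tud/+* females with a germline at 3 days a similar difference in depth, 2.25 and 1.06, came with a median log2 fold change of −0.03, and in Berlin females mated to males with a germline, 2.07 and 1.12, with 0.04.

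The repression of neurotransmitter release genes in *tud/+* females without a germline at 3 days remained after several tests. After scaling, 8 of 21 genes were still in the repressed list (adjusted p = 0.000202, Fisher's exact test, and 2.42e-12 with 20 of 21 as deposited, the 2 scales on which it was tested), with a set median of −0.39. Gene length, tested on 20 of 21 genes, placed the set at the lowest 0.37% of random sets matched on length and expression. The median of those sets was −0.36 against −0.563 for the 20 genes, and −0.172 against −0.376 after scaling, so matched genes share part of the drop. Photoreceptor genes, which stood in for the share of neuronal RNA in the heads, had a median of 0.059 after scaling. They report on the retina, and a smaller share of brain RNA was not tested. The real split of the 6 libraries gave 2150 genes and each of the 9 other splits 0, although with 10 splits the share cannot go below 10%. The set was not tested on the mating by female germline interaction. Reduced expression of these genes after mating in the absence of a germline may be written only as a hypothesis.

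For other neuronal and signaling families in this comparison the tests were mixed. Dopamine and octopamine receptors lay at 14.31% of length- and expression-matched random sets, so gene length bias is a candidate explanation of their lower values. Wnt signaling genes lay at 0.91%, but 3 of 28 were repressed after scaling, against 14 as deposited, so their place in the list depends on the scale. The set medians of Wnt genes stayed negative on both scales, at −0.42 and −0.27. Nicotinic acetylcholine receptor genes lay at 0.09%, with set medians of −0.61 as deposited and −0.43 after scaling.

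In the same females the 3 yolk protein genes rose by a median of 0.92 on the log2 scale after scaling, and 0.72 as deposited. RNA from fat body in the heads may contribute. Other fat body genes, 14 from a list written before the test, rose by a median of 0.573 after scaling and 0.38 as deposited. A change of expression within fat body and a change in the amount of fat body tissue give the same values here.

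That *tud/+* females without a germline had more genes at 3 days than those with a germline was set against depth. The larger of the 2 depth ratios between these groups was 1.13, among virgins, too small for the rule of 1.5 written for this test.

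Pairs of lists that share a virgin group can overlap because the virgin libraries enter both. Of pairs with different virgin groups and no empty list, 30 of 32 overlapped, as did 10 of 10 with a shared group, so overlaps also occur where no virgin group is shared. Relative depth was 0.99 to 1.31 in all virgin libraries and 1.84 to 2.47 in all libraries at 3 days. Different virgin groups thus do not remove a difference in depth, and this check cannot part it from a shared response to mating. The median ratio of shared to expected genes was 7.17 with and 6.96 without a shared virgin group. Without the library under 2 labels the ratios were 15.09 and 7.08, and with scaling as well 17.93 and 6.3, so a shared virgin group may add to the overlap in those fits, both chosen after seeing the data. With all 33 libraries in 1 fit they were 3.38 and 4.95.

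The library with identical values under virgin Berlin replicate 3 and Berlin females mated to males without a germline, 1 day, replicate 1 was placed on an axis from the other virgin Berlin libraries (0) to Berlin females 1 day after mating with males with a germline (1), over 222 genes that differ between these groups. Its position was 0.04. The other 2 virgin libraries lay at 0.03 and −0.03, and the other 2 libraries of Berlin females mated to males without a germline at 0.66 and 0.66. The axis was made from the virgin libraries themselves, which narrows their range, and the position lies just outside it. A mislabelled sample, or a column copied under a second label, may explain the identity. The mean log2 value of 3 CR genes was 4.91 in this library, 4.98 and 4.65 in the other virgin libraries and 3.59 and 3.81 in the other libraries of the mated group. With only the copy under the mated label left out, 113 genes were called between these groups, and with only the copy under the virgin label left out, 2. By these values the library lies nearer the virgin label. Both copies were kept in the fits as designed.

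The genes *CR40594*, *CR41550* and *CR41608* were in 7 lists each. Their mean log2 value was 5.42 to 5.93 in the 6 *tud/+* libraries 1 day post-mating and 2.53 to 4.98 in the others. Library preparation differing between groups was tested by setting the gap between the group means, 0.89, against the largest range within a group, 1.32, so by that test the groups do not stand apart. The range of 1.32 is that of the group that holds the library with 2 labels, and the next largest range was 0.72, below the gap. Set against 0.72, the gap would stand apart, so a difference in preparation may remain as an explanation.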
